# Zonal Soil Type Determines Soil Microbial Responses to Maize Cropping and Fertilization

**DOI:** 10.1128/mSystems.00075-16

**Published:** 2016-07-12

**Authors:** Mengxin Zhao, Bo Sun, Linwei Wu, Qun Gao, Feng Wang, Chongqing Wen, Mengmeng Wang, Yuting Liang, Lauren Hale, Jizhong Zhou, Yunfeng Yang

**Keywords:** zonal soil type, microbial community, fertilization, soil functional process, GeoChip

## Abstract

Soil types heavily influence ecological dynamics. It remains controversial to what extent soil types shape microbial responses to land management changes, largely due to lack of in-depth comparison across various soil types. Here, we collected samples from three major zonal soil types spanning from cold temperate to subtropical climate zones. We examined bacterial and fungal community structures, as well as microbial functional genes. Different soil types had distinct microbial biomass levels and community compositions. Five years of maize cropping (growing corn or maize) changed the bacterial community composition of the Ultisol soil type and the fungal composition of the Mollisol soil type but had little effect on the microbial composition of the Inceptisol soil type. Meanwhile, 5 years of fertilization resulted in soil acidification. Microbial compositions of the Mollisol and Ultisol, but not the Inceptisol, were changed and correlated (*P* < 0.05) with soil pH. These results demonstrated the critical role of soil type in determining microbial responses to land management changes. We also found that soil nitrification potentials correlated with the total abundance of nitrifiers and that soil heterotrophic respiration correlated with the total abundance of carbon degradation genes, suggesting that changes in microbial community structure had altered ecosystem processes.

**IMPORTANCE** Microbial communities are essential drivers of soil functional processes such as nitrification and heterotrophic respiration. Although there is initial evidence revealing the importance of soil type in shaping microbial communities, there has been no in-depth, comprehensive survey to robustly establish it as a major determinant of microbial community composition, functional gene structure, or ecosystem functioning. We examined bacterial and fungal community structures using Illumina sequencing, microbial functional genes using GeoChip, microbial biomass using phospholipid fatty acid analysis, as well as functional processes of soil nitrification potential and CO_2_ efflux. We demonstrated the critical role of soil type in determining microbial responses to land use changes at the continental level. Our findings underscore the inherent difficulty in generalizing ecosystem responses across landscapes and suggest that assessments of community feedback must take soil types into consideration.

**Author Video**: An author video summary of this article is available.

## Abstract (precis)

Microbial communities are essential drivers of soil functional processes such as nitrification and heterotrophic respiration. Although there is initial evidence revealing the importance of soil type in shaping microbial communities, there has been no in-depth, comprehensive survey to robustly establish it as a major determinant of microbial community composition, functional gene structure, or ecosystem functioning. We examined bacterial and fungal community structures using Illumina sequencing, microbial functional genes using GeoChip, microbial biomass using phospholipid fatty acid analysis, as well as functional processes of soil nitrification potential and CO_2_ efflux. We demonstrated the critical role of soil type in determining microbial responses to land use changes at the continental level. Our findings underscore the inherent difficulty in generalizing ecosystem responses across landscapes and suggest that assessments of community feedback must take soil types into consideration.

## INTRODUCTION

Soils are heterogeneous, with distinctive characteristics in relation to various parent materials and influences from past and present climatic conditions (1). Soil taxonomy classifies soils at six levels, i.e., orders, suborders, great groups, subgroups, families, and series (2, 3). The formation of zonal soils is classified primarily by climate, whereas intrazonal and azonal soils are classified by local factors such as parent material (4, 5). Black (Mollisol), Chao (Inceptisol), and red (Ultisol) soils are three main zonal soil types in East and Southeast Asia. Of these three types, Mollisols are mainly distributed in the northeastern region of China belonging to cold temperate zones, which is characterized by high fertility and agricultural productivity (6). Inceptisols are distributed in warm temperate zones, such as South Korea and the Yellow River basin of China (7, 8). Ultisols are the most widespread soils of Southeast Asia in the middle subtropical zone, accounting for 51% of the region (8). 

A number of studies have analyzed microbial community compositions in Mollisols, Inceptisols, and Ultisols (9 – 11). However, most of these studies used low-resolution techniques, such as denaturing gradient gel electrophoresis (DGGE) and clone library analyses (10, 12), or focused on a few microbial functional groups, such as methanogens, nitrifiers, denitrifiers, and straw decomposers (9, 11). For several studies to examine the effect of soil type on bacterial diversity, ammonia-oxidizing bacteria and archaea, rhizosphere bacteria, and fungi (13 – 16), a prevailing observation was that soil type was a principal driver in shaping microbial community composition.

Plant crops substantially affects soil microbial communities, owing to direct and indirect influences, such as organic matter inputs and root exudates (17). Seven years of maize cropping (growing maize or corn) increased organic carbon and total nitrogen content in the Inceptisol soil type, as well as microbial biomass of *Actinobacteria*, *Bacteriodetes*, *Acidobacteria*, and *Alphaproteobacteria* (18). A laboratory experiment with maize litter amendment to three different soils (Agrudalf, Hapludalf, and Xerochrept) revealed consistent increases in bacterial diversity (19). However, another laboratory incubation experiment showed that plant cropping caused disparate effects on microbial community diversity and composition across soil types (sand, sandy loam, and clay) (20). To date, it remains unclear whether microbes respond similarly to plant cropping across soil types under *in situ* field conditions.

The effect of nitrogen, phosphate, and potassium (NPK) fertilization on microbial communities has been well documented (21 – 24). A recent nitrogen and phosphorus addition experiment under laboratory conditions showed consistent microbial responses to nutrient input across global grassland soils (25). In contrast, *in situ* observations were more variable, as no significant change in microbial community composition was detected in a 55-year NPK fertilization experiment (23), but microbial community composition was altered by 16-year, 22-year, and 150-year NPK fertilization treatments (21, 22, 26). Similarly, a 20-year experiment revealed significant effects of manure and nitrogen fertilizers on bacterial community abundance and composition (24). It is still unclear whether the inconsistent findings are caused by differences in soil types, fertilization regimes, cropped plants, abundance of life history strategists, or analytical techniques used to assess the microbial communities.

To address the aforementioned uncertainty, here we report a parallel, holistic survey of microbial communities in Mollisol, Inceptisol, and Ultisol soils using integrated, high-throughput molecular technologies. We aim to address the following questions. (i) Does maize cropping impose consistent effects on microbial communities and soil processes across zonal soil types? (ii) Does NPK fertilization impose consistent effects on microbial communities and soil processes across zonal soil types? Our results demonstrated that microbial community compositions substantially differed in all three zonal soil types studied. Also, maize cropping and fertilization were inconsistent in their effects on microbial communities, which could be attributed to variations in microbial life history strategies and/or environmental selection.

## RESULTS

### Environmental variables.

Zonal soil types were distinct in environmental variables and functional processes (see Table S1 in the supplemental material). Notably, soil organic matter (SOM) in the Mollisol soil type was more than 4 times higher than those in the Inceptisol and Ultisol soil types. The total nitrogen (TN) and the nitrate (NO_3_-N) contents in the Mollisol were twice as large as those in the Inceptisol and Ultisol. The ammonium (NH_4_-N) content in the Ultisol was 1.8 mg/kg, about twofold higher than those in the Mollisol and Inceptisol. Nitrification potential and CO_2_ efflux in the Ultisol were substantially lower than those in the Mollisol and Inceptisol (Table S1).

10.1128/mSystems.00075-16.8 Table S1  Summary of environmental and microbial variables. Download Table S1, DOCX file, 0.02 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Most environmental variables were changed by maize cropping, but soil pH, NH_4_-N, and NO_3_-N remained unchanged in any soil type (see Table S1 in the supplemental material). Nitrogen, phosphorus, and potassium (NPK) fertilization significantly decreased cation exchange capacity (CEC) in all three soil types. It also decreased soil pH by 0.4 in the Mollisol and Inceptisol and by 0.1 in the Ultisol. In addition, SOM, available phosphorus (AP), NH_4_-N, and NO_3_-N were significantly increased in the Mollisol.

### Soil microbial communities.

Total, bacterial, and fungal biomass of the soil microbial communities in the Mollisol were at least twice as large as those in the other two soil types (see Table S1 in the supplemental material). Maize cropping increased bacterial and fungal biomass in the Inceptisol but did not affect bacterial or fungal biomass in the Mollisol or Ultisol. NPK fertilization decreased bacterial biomass by 20.4% and fungal biomass by 42.6% in the Mollisol and increased total biomass by 72.3% in the Ultisol.

Both detrended correspondence analysis (DCA) and hierarchical clustering analysis showed that microbial communities were clustered based on soil types (see Fig. S1 in the supplemental material). However, maize cropping changed only bacterial community composition in the Ultisol and fungal community composition and functional gene structure in the Mollisol. 

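The functional genes of the soil communities were measured with GeoChip 4.6 (4.0 in the paper's statement on data access), a microarray of DNA probes for microbial genes of carbon, nitrogen, phosphorus and sulfur cycling, stress responses and other processes. Soil DNA of 1 plot, labelled with Cy5, was hybridized to each array. The 27 arrays covered the Mollisol at Hailun, the Inceptisol at Fengqiu and the Ultisol at Yingtan. Each soil was studied as bare fallow, under maize cropping and under maize cropping with NPK fertilization, with 3 plots in each of the 9 groups. Fertilized plots received 150 kg N, 75 kg P2O5 and 60 kg K2O per hectare. Each soil type lay at its own site, so that soil type and site are confounded in these arrays. The paper describes soil cores of 2 cm diameter taken to a depth of 15 cm, and the sample descriptions give 1.5 cm and 20 cm. The authors removed spots with a signal-to-noise ratio under 2 and probes detected in only 1 array of a triplicate. They then took logarithms and divided by the mean of the array. The deposited normalized abundances equal ln(signal + 1) divided by the array's mean, with differences of at most 5.0e-10 over 3932434 values.

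In the bare fallow, 36834 to 45799 probes per array were detected in the Mollisol (median 44741), 51660 to 55063 in the Inceptisol (median 52171) and 33125 to 47238 in the Ultisol (median 46629). Under maize cropping these ranges were 46177 to 48042 (median 47770), 39369 to 49167 (median 48540) and 45110 to 52411 (median 51890). With NPK fertilization they were 39024 to 45491 (median 44471), 34341 to 47359 (median 47139) and 37148 to 45172 (median 42256). In 6 of the 27 arrays fewer than 40000 probes were detected. These were replicate 2 of the bare fallow Mollisol and Ultisol, replicate 1 of the Inceptisol under maize cropping and replicate 1 of each soil type with NPK fertilization. The relative abundance of a gene family, as in the legend of Fig. S5, was the sum of the normalized abundances of its probes divided by their number. A probe not detected in an array counted as 0 there, and the probes were those detected in at least 1 of the 27 arrays. The relative abundance is thus the share of the family's probes detected times the mean abundance of those detected. The legend does not say whether the number of probes takes in those not detected in an array, and the mean over the detected probes alone was an alternative. The 498 families with at least 5 probes were tested with limma in 1 fit of all 9 groups, with Benjamini-Hochberg adjustment over the families and a limit of 0.05. The number of arrays limits the precision of every value.

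**Figure D1:**
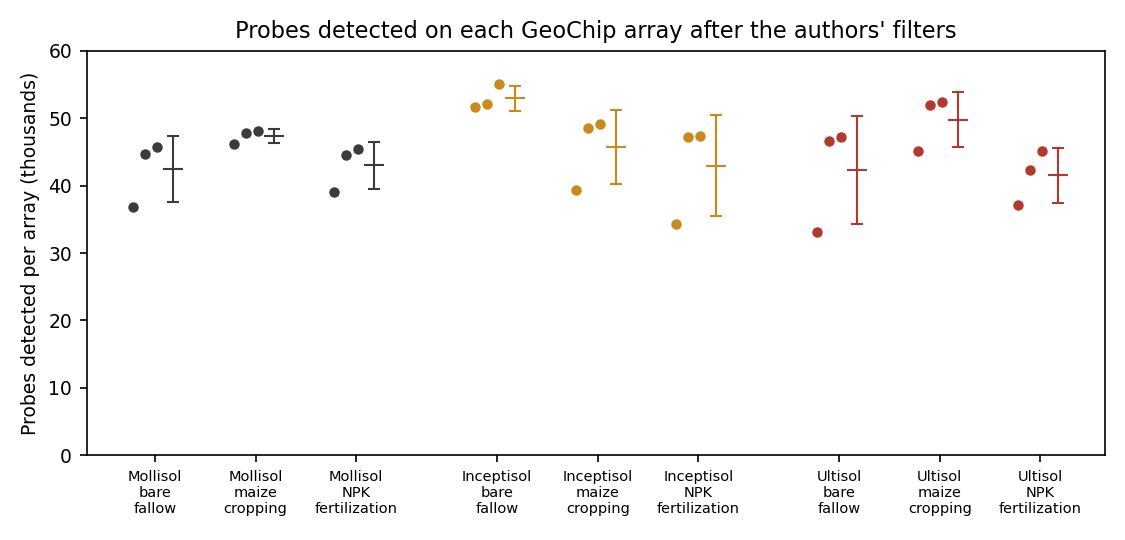
Number of probes detected on each of the 27 arrays (vertical axis, probes per array) by soil type and land use. Points are single arrays, and the 6 points under 40000 probes are single replicates of 6 different groups.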

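On the first DCA axis of the functional genes, arrays of the Mollisol had the lowest mean score and those of the Inceptisol the highest, and the 3 soil types overlapped. The mean score was -0.203 ± 0.182 (SD, n = 9 arrays) in the Mollisol, 0.135 ± 0.283 (SD, n = 9) in the Inceptisol and 0.00891 ± 0.181 (SD, n = 9) in the Ultisol. Scores ran from -0.433 to 0.0648 in the Mollisol, from -0.219 to 0.537 in the Inceptisol and from -0.336 to 0.209 in the Ultisol. The first 2 axes had eigenvalues of 0.0629 and 0.0408. In the average-linkage tree of Bray-Curtis dissimilarities, no soil type had its 9 arrays on a branch of their own. The largest of 3 main branches held 15 arrays, 7 of the Inceptisol, 6 of the Ultisol and 2 of the Mollisol. Another held 7 arrays, 5 of them of the Mollisol, and the last held 5 arrays of all 3 soil types, each with fewer than 40000 probes detected. The mean dissimilarity was 0.113 between arrays of the same group. It was 0.166 between land uses of the same soil type and 0.157 between soil types under the same land use. The nearest array by this dissimilarity had the same soil type for 21 of the 27 arrays and the same land use for 26, against 7 and 20 by Jaccard dissimilarity before the authors' filter on triplicates.

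In a permutation test on the same dissimilarities (adonis2 of vegan), soil type took an R2 of 0.157 (p = 4.0e-04) and land use 0.216 (p = 1.0e-04, the smallest these permutations can give). Their interaction took 0.250 (permutation p = 5.0e-04). Within a land use, soil type took an R2 of 0.620 in the bare fallow, 0.498 under maize cropping and 0.364 with NPK fertilization. The authors' filter on triplicates was run within the groups tested here and draws the arrays of a group together, so that permutation p values of filtered values favour the real groups. By Jaccard dissimilarity before the filter, the R2 within a land use was 0.332, 0.216 and 0.136 in the same order (exact permutation p = 0.2, 0.611 and 0.829 over all 280 groupings of the 9 arrays). When each of the 280 groupings was filtered within its own groups, 72, 189 and 235 of them reached the R2 of the soil types. Both tests were chosen after seeing the data. The R2 of soil type did not pass the permutation test without replicate 3 of every group (0.157, p = 0.0605), on quantile normalized raw signal (0.114, p = 0.0703), on gene families (0.0696, p = 0.327) or, chosen after seeing the data, by Jaccard dissimilarity before the triplicate filter (0.0730, p = 0.408). It passed, at an R2 of 0.234 (permutation p = 1.0e-04), without replicate 1 of every group and, chosen after seeing the data, at 0.266 (p = 1.0e-04) without the 6 arrays with under 40000 probes. The interaction did not pass in the first 4 settings either, and land use not on gene families (0.148) and before the filter (0.127).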

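Under maize cropping, 2 of the 498 gene families were higher than in the bare fallow of the Mollisol and none was lower, at an adjusted p under 0.05 from limma (32 at an unadjusted p under 0.05), against 0 higher and 2 lower in the mean abundance of the detected probes, 4 and 0 as a share of the array's total abundance and, chosen after seeing the data, 5 and 5 with the number of probes detected as a covariate. On log2 relative abundance 1 was called, and with at least 20 probes per family 0. The nreB family (19 probes) had a relative abundance of 0.879 ± 0.0534 (SD, n = 3) under maize cropping and 0.545 ± 0.0603 (SD, n = 3) in the bare fallow. Its difference of 0.334 (SE 0.0733, adjusted p = 0.0294 from limma) turned to -0.0199 in the mean abundance of the detected probes and to -0.200 in quantile normalized raw signal. The nagL family (17 probes) was at 0.978 ± 0.0416 (SD, n = 3) and 0.629 ± 0.0712 (SD, n = 3). Its difference of 0.349 (SE 0.0823, adjusted p = 0.0374 from limma) turned to -0.0372 and -0.333 on these scales. Both families were named after their values were seen. The 3 arrays of the Mollisol under maize cropping formed a branch of their own in the tree of all 27 arrays, as did those of the Inceptisol bare fallow and of no other group. The R2 of maize cropping against the bare fallow was 0.383 in the Mollisol, 0.614 in the Inceptisol and 0.455 in the Ultisol. In each soil type the exact permutation p was 0.1, the smallest that 3 arrays against 3 allow. In the Mollisol, 0 families were called when any 1 of the 6 arrays was left out or, chosen after seeing the data, without the triplicate filter, and the R2 was 0.636 without replicate 2. With the replicate number as a block, maize cropping took 0.637 of the variation left within blocks (exact permutation p = 0.25, the smallest that 4 splits allow). Quantile normalized raw signal gave an R2 of 0.110 in the Mollisol, 0.394 in the Inceptisol and 0.286 in the Ultisol (exact permutation p = 0.8, 0.1 and 0.2). By Jaccard dissimilarity before the filter, chosen after seeing the data, it was 0.121, 0.375 and 0.242 (exact permutation p = 0.9, 0.1 and 0.3). Before the filter no triplicate had a branch of its own. The paper takes triplicates that cluster together in the tree as the sign of a change in composition (Fig. S1).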

NPK fertilization changed bacterial community composition in the Mollisol and Ultisol and fungal community composition and functional composition in the Mollisol.

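With NPK fertilization, 19 gene families were lower in the Mollisol than under maize cropping alone and 1 was higher (67 at an unadjusted p under 0.05 from limma), whereas 42 were lower and 36 higher as a share of the array's total abundance, 5 and 5 in the mean abundance of the detected probes and, chosen after seeing the data, 58 and 72 with the number of probes detected as a covariate. On log2 relative abundance 5 were lower and 1 higher, with at least 20 probes per family 1 and 0, and against the bare fallow in place of maize cropping 0 and 1. Among the 19 were cysJ, the flavoprotein subunit of sulfite reductase, and limEH, an epoxide hydrolase of limonene breakdown. Neither was called when any 1 of the 6 Mollisol arrays was left out. The relative abundance of cysJ (381 probes) was 0.648 ± 0.0389 (SD, n = 3) with NPK fertilization and 0.896 ± 0.0336 (SD, n = 3) without it. It fell by 0.248 (SE 0.0678, adjusted p = 0.036 from limma). That of limEH (93 probes) was 0.753 ± 0.0707 (SD, n = 3) and 0.974 ± 0.0281 (SD, n = 3), and it fell by 0.221 (SE 0.0657, adjusted p = 0.0466 from limma). The family that was higher was yopD (6 probes), at 0.949 ± 0.102 (SD, n = 3) against 0.481 ± 0.0119 (SD, n = 3), which was named after its values were seen. At the level of single probes, 177 of 42652 in the Mollisol were higher with NPK fertilization and 1343 were lower (7833 at an unadjusted p under 0.05 from limma). The R2 of NPK fertilization was 0.635 in the Mollisol, 0.363 in the Inceptisol and 0.511 in the Ultisol, each with an exact permutation p of 0.1, the smallest possible. No triplicate with NPK fertilization formed a branch of its own in the tree. In the Mollisol, leaving out any 1 of the 6 arrays gave 1 family higher in each case and 0, 4 and 7 lower without replicates 1, 2 and 3 of maize cropping and 1, 2 and 5 lower without those of NPK fertilization. There 0 were called without the triplicate filter (chosen after seeing the data), and the 1520 probes became 0 and 259 without replicates 1 and 2 of maize cropping and 765, 402 and 402 without replicates 1, 2 and 3 of NPK fertilization. The R2 was 0.930 in the Inceptisol and 0.856 in the Ultisol without replicate 1. As a share of the variation left within blocks of the replicate number, which can only be higher, the values were 0.830 and 0.847 (exact permutation p = 0.25 each). The R2 was lower in the Mollisol, the Inceptisol and the Ultisol on quantile normalized raw signal (0.359, 0.252 and 0.234) and by Jaccard dissimilarity before the filter (0.334, 0.166 and 0.220), and in the Inceptisol on gene families (0.117). The exact permutation p was 0.2, 0.5 and 0.5 on raw signal. Before the filter, a setting chosen after seeing the data, it was 0.1, 0.5 and 0.5.

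**Figure D2:**
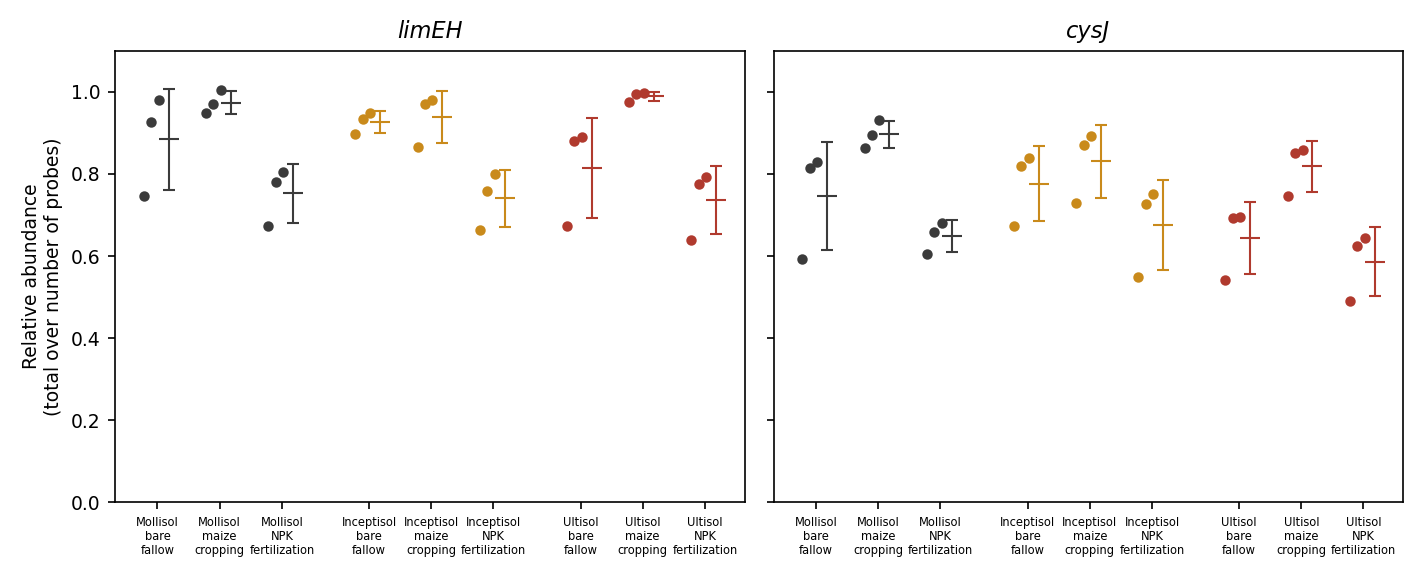
Relative abundance of limEH (left) and cysJ (right) (vertical axis, total normalized abundance over number of probes) in the 9 groups, with single arrays as points and the mean and SD of 3 arrays as bars. In the Mollisol and in the Ultisol the 3 arrays with NPK fertilization lie below the 3 arrays under maize cropping alone for both families.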

10.1128/mSystems.00075-16.1 Figure S1  Microbial community compositions in three soil types. The percentage of variation explainable by each axis is shown. (A) Detrended correspondence analysis (DCA) of the bacterial community; (B) hierarchical clustering analysis of the bacterial community; (C) DCA of the fungal community; (D) hierarchical clustering analysis of the fungal community; (E) DCA of functional genes; (F) hierarchical clustering analysis of functional genes. Biological replicates clustered in the hierarchical clustering analysis are framed to indicate changes in microbial community composition by maize cropping or NPK fertilization. Download Figure S1, TIF file, 2.8 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

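The variation among the 27 arrays in functional gene composition was parted by binary splits on soil type and land use, as in a regression tree, on Bray-Curtis dissimilarity. The split with the largest share of the variation set NPK fertilization apart from bare fallow and maize cropping, with 14.6%. Maize cropping against the other land uses took 12.8% and the Mollisol against the other soil types 10.6%. The Inceptisol took 7.15%, the Ultisol 5.79% and bare fallow 5.07%. Among the arrays without NPK fertilization, the largest next split set the Mollisol apart, with 11.3%, followed by the Inceptisol with 9.79%. The order of these splits was not tested, and the tree was neither pruned nor checked on arrays left out.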

The multiple regression tree (MRT) analyses showed that bacterial, fungal, and functional compositions were primarily influenced by soil types (see Fig. S2 in the supplemental material), suggesting that maize cropping and NPK fertilization had relatively minor influences on microbial communities. Further analyses showed that the contributions of soil types to the total variations in microbial communities were higher (67.6% for bacteria and 16.8% for fungi) than those of maize cropping (6.8% for bacteria and 15.3% for fungi) and NPK fertilization (5.9% for bacteria and 11.2% for fungi).

10.1128/mSystems.00075-16.2 Figure S2  Multiple regression tree analyses to determine the relative importance of the soil type, maize crop, and NPK fertilization in affecting bacterial community composition at the OTU level (A), fungal community composition at the OTU level (B), and functional community composition at the functional gene level (C). Each split minimizes the variation of the data within a node and maximizes the variation between nodes. The three study sites had Mollisol, Inceptisol, and Ultisol soil types. Download Figure S2, TIF file, 0.7 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Phylogenetic information from sequencing data can be used to calculate the β-nearest taxon index (βNTI) (see Materials and Methods for details). A |βNTI| of <2 indicates an insignificant deviation between observed and expected phylogenetic turnover and hence the dominance of stochastic processes (27), while a |βNTI| of >2 indicates the dominance of deterministic processes (28). We found that βNTIs were smaller than −2 in all three soil types, suggesting the dominance of deterministic processes in shaping microbial communities (Fig. 1). Maize cropping did not change βNTI in any soil type. However, NPK fertilization significantly increased βNTIs in the Mollisol but not the other two soils, suggesting that the effect of NPK fertilization on phylogenetic turnover was disparate in those three soil types.

**FIG 1:**
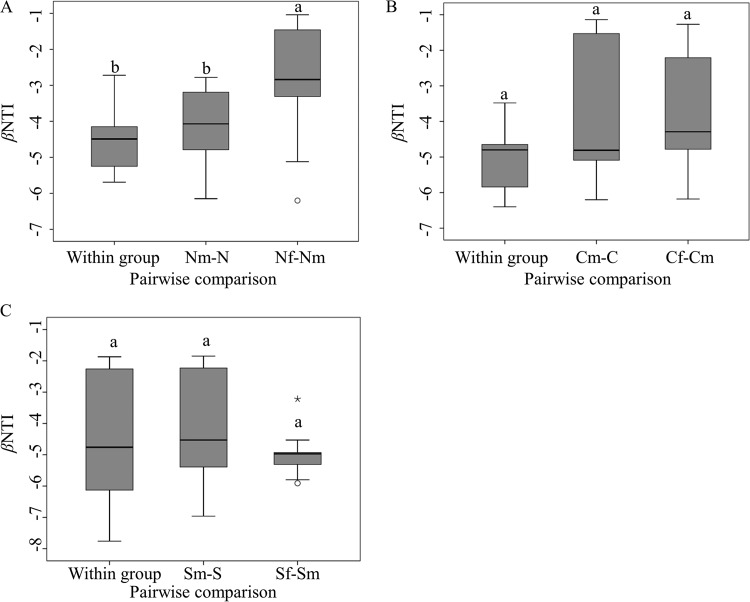
Boxplots of βNTI distribution in the Mollisol (A), Inceptisol (B), and Ultisol (C) soil types. Each boxplot shows the median value (thick black line), first quartile (bottom of the box), third quartile (top of the box), and range of the data that were no more than 1.5 times height of the boxes (error bars). Moderate outliers (circles) and extreme outlier (asterisk) are also shown. Significance was determined by one-way ANOVA followed by the LSD test. Boxes with the same letter were not statistically significantly different (*P* > 0.05). Boxes of within groups represent pairwise comparisons between any two samples within a treatment. Boxes for Nm-N, Cm-C, and Sm-S represent pairwise comparisons between maize cropping samples (m suffix) and bare fallow samples (no suffix) for samples from sites N, C, and S. Boxes of Nf-Nm, Cf-Cm, and Sf-Sm represent pairwise comparisons between NPK fertilization samples (f suffix) and maize cropping samples (m suffix) from the three sites.

### Specific taxon groups.

Different microbial taxa were found in the soil types. At the phylum level, *Verrucomicrobia* amounted to 22.8% of taxa in the Mollisol, which was 5.6- and 1.9-fold greater than their abundance in the Inceptisol and Ultisol (see Fig. S3A in the supplemental material). At the genus level, none of the top 10 abundant genera in each soil type was shared by all three soil types (Fig. S3B and S3C). For example, *Spartobacteria* was the most abundant bacterial genus in the Mollisol (19.9%) and Ultisol (10.8%) but accounted for only 1.1% of total abundance in the Inceptisol. Subgroup 6 (Gp6) and Gp4 of *Acidobacteria* accounted for more than 5.0% of the total abundance in the Mollisol and Inceptisol, while they were only 0.6% and 0.3% in the Ultisol, respectively.

10.1128/mSystems.00075-16.3 Figure S3  Distribution of bacterial phylum abundance (A), 10 most abundant bacterial genera (B), and 10 most abundant fungal genera (C). Heat map was generated with gplots package in R 2.15.0. The numbers in the heat maps show the ranks of genus abundance in each soil type. Download Figure S3, TIF file, 2.1 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Maize cropping had little effect on bacterial or fungal phyla in the Mollisol and Inceptisol (see Fig. S4A and S4B in the supplemental material), while *Alphaproteobacteria*, *Betaproteobacteria*, *Gammaproteobacteria*, *Gemmatimonadetes*, and *Nitrospira* were increased in the Ultisol (Fig. S4A). At the genus level, no bacterial or fungal genera in all three soil types showed consistent responses to maize cropping except *Acidobacteria* Gp7, which increased by more than 18.0% in all three soil types (Table S2).

10.1128/mSystems.00075-16.4 Figure S4  Fold changes of microbial relative abundance in soil with a maize crop or NPK fertilization. (A) Bacterial changes in soil with a maize crop; (B) fungal changes in soil with a maize crop; (C) bacterial changes in fertilized soil; (D) fungal changes in fertilized soil; (E) fold changes of carbon decomposing enzymes in soil with a maize crop; (F) fold changes of carbon decomposing enzymes in fertilized soil. 

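The measured gene families of carbon decomposing enzymes were 7 for starch, 4 for hemicellulose, 3 for cellulose, 4 for chitin, 6 for pectin and 8 for lignin and aromatics. The last list holds limEH, of limonene breakdown, so that a call in it need not be of a gene for lignin or aromatics. Under maize cropping in the Mollisol, none of them was past limma's test against bare fallow (adjusted over the list alone, 1 starch family was higher). In the Inceptisol, lmo, 1 of the 8 lignin and aromatics families, was lower under maize cropping (1 when adjusted over the list alone), whereas as a share of the array's total abundance 1 family each of starch, chitin and pectin was higher and no carbon family lower. Leaving out any 1 of the 6 arrays ended the call of lmo. The difference of lmo was positive in the mean abundance of the detected probes (0.0197) and in quantile normalized raw signal (0.229). Over the list alone, 1 starch family was also lower there. In the Ultisol none was past the test over all families (1 pectin and 1 lignin and aromatics family lower as a share), and 2 of the 4 chitin families were higher under maize cropping when adjusted over the list alone. The first was acetylglucosaminidase (773 probes), which releases N-acetylglucosamine, at 0.844 ± 0.0704 (SD, n = 3) against 0.655 ± 0.107 (SD, n = 3). The other was exochitinase (51 probes), at 0.866 ± 0.0418 (SD, n = 3) against 0.706 ± 0.102 (SD, n = 3). Over all families their adjusted p values from limma were 0.111 and 0.119.

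With NPK fertilization against maize cropping, limEH was lower in the Mollisol and no other carbon family was past the test (1 lignin and aromatics and 1 starch family, amyA, when adjusted over the list alone), whereas as a share of the array's total abundance 1 starch and 1 lignin and aromatics family were lower and 1 each of hemicellulose, pectin and lignin and aromatics higher. The relative abundance of amyA, the alpha-amylase family with 4616 probes, was 0.675 ± 0.0337 (SD, n = 3) against 0.871 ± 0.0531 (SD, n = 3). Its difference was -0.197 (SE 0.0641, adjusted p = 0.0921 over all families from limma). In the Inceptisol no carbon family was past the test with NPK fertilization (1 lignin and aromatics family when adjusted over the list alone). In the Ultisol, limEH and lmo of the lignin and aromatics list and acetylglucosaminidase of chitin were lower. Adjusted over the list alone these were 2 and 1, with also 1 starch and 1 pectin family. As a share, in contrast, 1 family each of the lists of cellulose, pectin and lignin and aromatics was higher and no carbon family lower. The relative abundance of limEH fell there by 0.253, from 0.989 ± 0.0114 to 0.736 ± 0.0836 (SD, n = 3 each, adjusted p = 0.0225 from limma). That of acetylglucosaminidase fell by 0.202 to 0.642 ± 0.0572 (SD, n = 3, adjusted p = 0.0486 from limma). With 1 array left out, limEH was called in none of 6 cases in the Mollisol. In the Ultisol all 3 families were called without replicate 1 of maize cropping, limEH also without replicate 3 of NPK fertilization, and none in the other 4 cases. With the number of probes detected as a covariate, chosen after seeing the data, 3 of the 32 carbon families were higher and 2 lower under maize cropping in the Inceptisol and 2 and 2 in the Ultisol. With NPK fertilization they were 6 and 4, 4 and 4, and 4 and 4 in the Mollisol, the Inceptisol and the Ultisol. Without the 6 arrays with under 40000 probes, also chosen then, these 5 pairs of counts were 0 and 5, 2 and 0, 2 and 5, 0 and 2, and 0 and 19. The difference of exochitinase under maize cropping, 0.160, was 0.102 without replicate 2 of the bare fallow, and none of the calls over all families was made without the triplicate filter, an alternative chosen after seeing the data.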

Results are shown as average values of three biological replicates with error bars of standard deviations. Significance was determined by unpaired *t* test in Microsoft Excel 2013. Values that are significantly different are indicated by asterisks as follows: *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. Download Figure S4, TIF file, 2.4 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00075-16.9 Table S2  Relative abundance of genus that consistently responded to maize cropping (Gp7) or fertilization (Gp4, Gp6, and *Fusarium*). Download Table S2, DOCX file, 0.02 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

No consistent effect of NPK fertilization on bacterial or fungal community composition was observed in all three soil types (see Fig. S4C and S4D in the supplemental material). At the phylum level, the only exception was *Acidobacteria*, which marginally (*P* = 0.070) decreased (Fig. S4C). At the genus level, only two bacterial genera (*Acidobacteria* Gp4 and *Acidobacteria* Gp6) decreased and one fungal genus (*Fusarium*) increased across all three soil types (Table S2). Five detected genera were related to nitrification (nitrifier), in which *Nitrospira* was the most abundant one and *Nitrosospira* was marginally (*P* = 0.100) increased by NPK fertilization in all three soil types (Fig. 2A).

**FIG 2:**
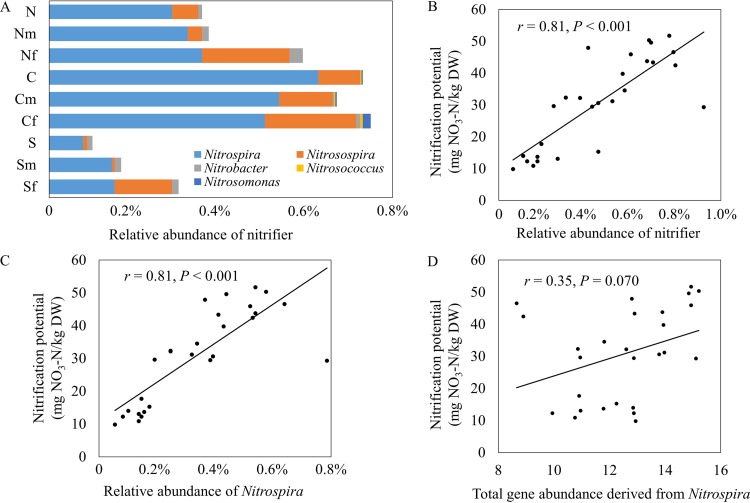
Abundances of nitrifiers and their relationships with nitrification potentials. (A) Distribution of nitrifier abundances. The N, C, and S abbreviations refer to sample sites, and the suffix of “m” and “f” indicate maize cropping and NPK fertilization, respectively. (B) Pearson correlation between the total abundance of nitrifiers and nitrification potential. (C) Pearson correlation between the relative abundance of *Nitrospira* and nitrification potential. (D) Pearson correlation between gene abundance derived from *Nitrospira* in GeoChip and nitrification potential. The nitrification potential shown in panels B to D is shown per kilogram of weight (dry weight [DW]). Correlation *r* and *P* were determined by Pearson correlation and TDIST tests, respectively.

### Carbon and nitrogen cycling genes.

A total of 26,493 distinct genes associated with carbon and nitrogen cycling were detected by GeoChip analyses. 

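Over the 27 arrays, probes for 20961 distinct genes of carbon cycling and 5532 of nitrogen cycling were detected in at least 1 array, 26493 together. Of these, 6818 of carbon cycling and 1858 of nitrogen cycling were detected in all 27 arrays, 8676 together. The nifH family of nitrogen fixation had 1045 probes detected. Among the families of denitrification, narG had 846, nirS 439, nosZ 399, nirK 382 and norB 96. In nitrification, amoA had 580 and hao 45. All categories together had 63913 probes detected in at least 1 array and 18286 in all 27.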

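In the bare fallow, the amoA family, which encodes the ammonia monooxygenase subunit of the first step of nitrification, had a relative abundance of 0.830 ± 0.0222 (SD, n = 3 arrays) in the Inceptisol. It was 0.684 ± 0.0681 (SD, n = 3) in the Mollisol and 0.694 ± 0.103 (SD, n = 3) in the Ultisol. It was higher in the Inceptisol than in the Mollisol by 0.146 (SE 0.0602, adjusted p = 0.0383 from limma), but by -0.0262 percentage points as a share of the array's total abundance, by -0.00759 in the mean abundance of the detected probes and by -0.130 in quantile normalized raw signal. Against the Ultisol the difference was 0.136 (SE 0.0602, adjusted p = 0.0504 from limma), with a change of sign on the same 3 scales and with the number of probes detected as a covariate. The nifH family, which encodes dinitrogenase reductase of nitrogen fixation, was at 0.762 ± 0.0421 (SD, n = 3) in the Inceptisol, 0.657 ± 0.0596 (SD, n = 3) in the Mollisol and 0.653 ± 0.113 (SD, n = 3) in the Ultisol. Its differences of 0.105 from the Mollisol (SE 0.0634, adjusted p = 0.141 from limma) and of 0.109 from the Ultisol (SE 0.0634, adjusted p = 0.123 from limma) did not pass the test. The nifH family was lower in the Inceptisol as a share of the array's total abundance (1.50% against 1.62% in both other soils) and in the mean abundance of the detected probes (-0.0165 and -0.0176), and its sign also turned in raw signal, with the covariate and over the probes detected in all 27 arrays.

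Both nitrification families, amoA and hao, were higher in the Inceptisol than in the Mollisol, amoA with the changes of sign given above (2 when adjusted over the list alone). Against the Ultisol only hao was (2 when adjusted over the list alone). The hao family, for the hydroxylamine oxidoreductase of the next step, was at 0.872 ± 0.0309 (SD, n = 3) in the Inceptisol. It was 0.610 ± 0.0770 (SD, n = 3) in the Mollisol and 0.639 ± 0.214 (SD, n = 3) in the Ultisol, and the difference from the Ultisol turned to -0.0121 with the covariate. Without replicate 2 of the Ultisol, the array with the fewest probes detected, the differences of nifH, amoA and hao from that soil were 0.0439, 0.0771 and 0.110. Against the Mollisol, amoA was not called without replicate 1, 2 or 3 of the Inceptisol or 2 of the Mollisol, and hao not without replicate 2 of either. Against the Ultisol, hao was not called without replicate 1 or 2 of the Inceptisol or 2 of the Ultisol. No nitrogen family was called without the triplicate filter, which like the covariate and the probes detected in all arrays was chosen after seeing the data.

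**Figure D3:**
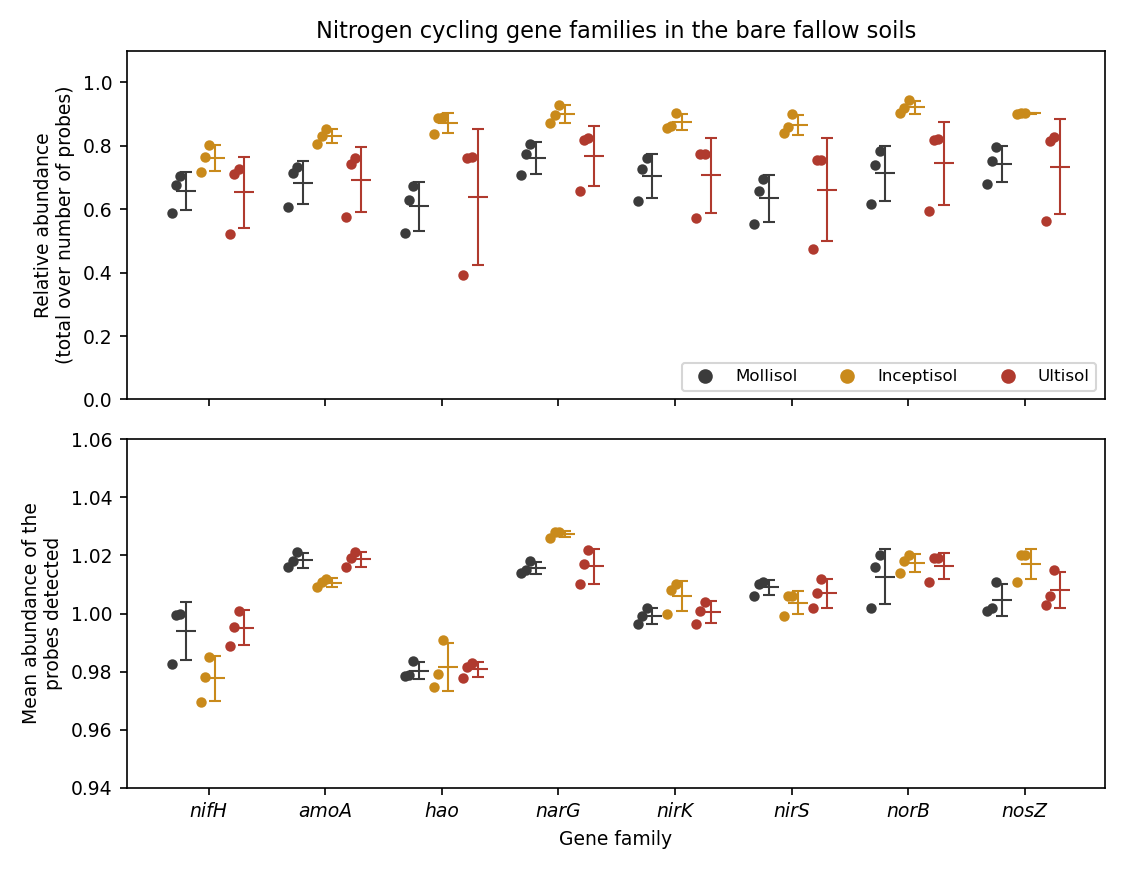
Relative abundance (upper panel, total normalized abundance over number of probes) and mean normalized abundance of the probes detected (lower panel, on an axis that does not start at 0) of 8 nitrogen cycling gene families in the bare fallow, with single arrays as points and the mean and SD of 3 arrays as bars. The Inceptisol has the highest mean of each family in the upper panel, whereas nifH, amoA and nirS have their lowest mean there in the lower panel, and as a share of the array's total abundance nifH, amoA, narG, nirK and nosZ are lower there than in both other soils and norB than in the Ultisol.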

The levels of nitrogenase-encoding genes (*nifH*) and ammonia monooxygenase-encoding genes (*amoA*) were lower in the Inceptisol soil type than in the Mollisol and Ultisol soil types (see Fig. S5A in the supplemental material). In contrast, the levels of genes involved in the denitrification processes, such as the *narG* gene encoding a nitrate reduction enzyme and the *nosZ* gene encoding a nitrous oxide reduction enzyme, were higher in the Inceptisol.

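All 5 measured families of denitrification, narG, nirK, nirS, norB and nosZ, were higher in the bare fallow of the Inceptisol than in that of the Mollisol or the Ultisol (adjusted p under 0.05 from limma, and 5 and 5 when adjusted over the list alone), each with a change of sign under at least 1 other scaling apart from norB against the Mollisol. Over all 498 families, 479 and 483 had a higher mean in the Inceptisol, with median differences of 0.180 and 0.184, so that the direction is not particular to denitrification. The narG family was at 0.900 ± 0.0287 (SD, n = 3) in the Inceptisol, 0.763 ± 0.0500 (SD, n = 3) in the Mollisol and 0.767 ± 0.0945 (SD, n = 3) in the Ultisol. Its differences were 0.138 from the Mollisol (SE 0.0563, adjusted p = 0.0372 from limma) and 0.133 from the Ultisol (adjusted p = 0.0438 from limma), and as a share of the array's total abundance it was lower, at 1.44% against 1.53% and 1.55%. In the mean abundance of the detected probes and unlike as shares, narG was higher by 0.0118 and 0.0110, and nosZ by 0.0128 and 0.00936. The nosZ family was at 0.903 ± 0.00231 (SD, n = 3), 0.743 ± 0.0581 (SD, n = 3) and 0.735 ± 0.149 (SD, n = 3) in the 3 soils. Its differences of 0.160 (SE 0.0678, adjusted p = 0.0433 from limma) and 0.168 (adjusted p = 0.0378 from limma) turned to -0.0200 and -0.0107 percentage points as shares and to -0.0140 and -0.00802 with the number of probes detected as a covariate. The nirS family of nitrite reductase differed by 0.232 from the Mollisol and 0.205 from the Ultisol (adjusted p = 0.0136 and 0.0233 from limma), which turned to -0.00490 and -0.00314 in the mean abundance of the detected probes and was negative in raw signal. The other nitrite reductase, nirK, differed by 0.170 and 0.167 (adjusted p = 0.0333 and 0.0381 from limma), which turned to -0.00420 and -0.00977 as shares and was negative with the covariate. The norB family of nitric oxide reductase differed by 0.208 and 0.178 (adjusted p = 0.0182 and 0.035 from limma), and the difference from the Ultisol turned to -0.00197 as a share, to -0.0257 in raw signal and to -0.00325 with the covariate. None of the 5 was called without replicate 2 of the Inceptisol or of the soil it was compared with. Without replicate 1 or 3 of the Inceptisol only nirS and norB were called against the Mollisol and nirS against the Ultisol, and without replicate 1 of the Mollisol narG and nosZ were not called.

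Of the other nitrogen lists, both families of dissimilatory reduction were higher in the Inceptisol than in either soil (2 and 2 when adjusted over the list alone), napA by 0.207 and 0.227 and nrfA by 0.166 and 0.148, which for nrfA turned to -7.6e-04 and -0.0111 percentage points as a share, to -0.00836 and -0.00579 in the mean abundance of the detected probes and to -0.0936 and -0.0765 in raw signal. For assimilatory reduction 1 of 4 was higher than in the Mollisol and in the Ultisol (3 and 0 over the list alone), nasA by 0.171 and 0.161, with the opposite sign as a share and with the covariate. For ammonification 1 of 2, gdh, was higher than in the Mollisol, by 0.221, and 0 than in the Ultisol (2 and 2 over the list alone). As a share ureC of ammonification was called lower than in the Ultisol (-0.0898 percentage points). The single families of nitrogen fixation and anammox did not pass, whereas as a share hzo of anammox was called lower than in the Ultisol (-0.00405). Over all 498 families, 293 were higher in the Inceptisol than in the Mollisol, 294 were higher than in the Ultisol and none was lower (73 higher and 37 lower, and 53 and 24, as a share of the array's total abundance, and 37 and 32, and 35 and 19, with the covariate). By the methods' unpaired test 178 and 4 were higher after adjustment and 1 and 0 lower (297 and 121 in all at an unadjusted p under 0.05). As the mean over the 3 land uses 9 and 0 differed by limma, and on log2 relative abundance 68 and 46. Between the Ultisol and the Mollisol 0 families differed (17 at an unadjusted p under 0.05 from limma, and by the methods' unpaired test 6 at an unadjusted p under 0.05 and 0 after adjustment), against 7 higher and 2 lower in the Ultisol as a share, 36 and 32 with the covariate and 28 and 9 without the 6 arrays with under 40000 probes. The 293 became 187 and 47 without replicates 1 and 2 of the Inceptisol and 26 without replicate 2 of the Mollisol, and the 294 became 152 and 13 without replicates 1 and 2 of the Inceptisol and 2 without replicate 2 of the Ultisol, where narG, nirK, nirS, norB and nosZ differed by 0.0785, 0.0988, 0.112, 0.103 and 0.0821 and napA, nrfA and nasA by 0.148, 0.0804 and 0.0834. Without replicate 2 of the Mollisol nasA differed by 0.114 from that soil. None of napA, nrfA, nasA and gdh was called without replicate 2 of the Inceptisol or of the other soil, and nrfA and nasA not without replicate 1 or 3 of the Inceptisol. In the mean abundance of the detected probes 12 families were higher and 14 lower than in the Mollisol and 8 and 7 than in the Ultisol, and 0 differed in quantile normalized raw signal or without the triplicate filter (the settings with the covariate, without the filter and without the 6 arrays were chosen after seeing the data).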

10.1128/mSystems.00075-16.5 Figure S5  Relative nitrogen cycling gene abundances in nitrogen cycling (A) and their responses to maize crop and NPK fertilization (B). Total gene abundances were divided by their probe numbers to generate relative abundance. Results are shown as average values of three biological replicates with standard deviations indicated by the error bars. Treatments with the same letters are not significantly different (*P* > 0.05), as determined by one-way ANOVA, followed b they LSD test in SAS version 6.1. Download Figure S5, TIF file, 1.7 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Maize cropping and NPK fertilization caused distinct changes in the levels of carbon and nitrogen cycling genes among all three soil types (see Fig. S5B in the supplemental material). 

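In the Inceptisol, 32 of the 498 gene families were lower under maize cropping than in the bare fallow and none was higher, whereas in the Ultisol 8 were higher and none was lower (172 and 159 at an unadjusted p under 0.05 from limma). As a share of the array's total abundance, 5 were higher and 20 lower in the Inceptisol and 23 higher and 21 lower in the Ultisol. With the number of probes detected as a covariate, chosen after seeing the data, 28 were higher and 49 lower in the Inceptisol and 27 higher and 42 lower in the Ultisol. On log2 relative abundance the 32 became 0 and the 8 became 2, with at least 20 probes per family 8 and 0, and by the methods' unpaired test 11 lower and 2 higher, and 3 higher, after adjustment. A fit of only the groups compared called 111 and 3, and leaving out the 6 arrays with under 40000 probes, chosen after seeing the data, gave 147 lower and 4 higher, and 41 higher and 7 lower. Among the families lower in the Inceptisol were sqr (116 probes), the sulfide:quinone oxidoreductase of sulfide oxidation, and gdh (253 probes), glutamate dehydrogenase. The relative abundance of sqr was 0.696 ± 0.0440 (SD, n = 3) under maize cropping and 0.914 ± 0.0163 (SD, n = 3) in the bare fallow. It fell by 0.218 (SE 0.0628, adjusted p = 0.0318 from limma). That of gdh was 0.680 ± 0.0750 (SD, n = 3) against 0.898 ± 0.0245 (SD, n = 3). In the Ultisol, trkA (1036 probes), of potassium uptake, was at 0.853 ± 0.0754 (SD, n = 3) under maize cropping and 0.612 ± 0.0894 (SD, n = 3) in the bare fallow. Its difference was 0.241 (SE 0.0642, adjusted p = 0.0447 from limma). With 1 array left out, sqr was called without replicate 3 of maize cropping alone, gdh in none of 6 cases and trkA in the 3 without replicates 1 and 3 of the bare fallow and 1 of maize cropping. All 3 arrays of one group lay above all 3 of the other for 320 families in the Inceptisol (64.3%), 116 in the Ultisol (23.3%) and 175 in the Mollisol (35.1%). Chance gives 10% for a single family. As the families share each array's number of probes detected and the filter on triplicates favours the real groups, these shares cannot be judged against 10%. The difference between the responses was itself tested. The response to maize cropping was higher in the Ultisol than in the Inceptisol for 245 families and lower in the Inceptisol than in the Mollisol for 37 (36 higher and 9 lower, and 13 lower and 3 higher, as a share of total abundance, and 19 and 11, and 15 and 2, with the covariate). On log2 relative abundance these became 10 and 2, and with at least 20 probes per family 202 and 14. Between the Ultisol and the Mollisol 0 families differed in it (15 at an unadjusted p under 0.05 from limma), against 1 higher and 3 lower in the Ultisol as a share, 14 and 9 with the covariate and 5 and 5 without the 6 arrays.

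With NPK fertilization, 37 families were lower in the Ultisol than under maize cropping alone and none was higher, whereas 33 were lower and 31 higher as a share of total abundance and 41 and 49 with the covariate. With the replicate number as a block, since arrays of the same number were correlated in these groups, 65 were. On log2 relative abundance 9 were lower, with at least 20 probes per family 11, by the methods' unpaired test 7 after adjustment, and against the bare fallow 0. The cysJ family of sulfite reduction fell by 0.232 in the Ultisol, from 0.819 ± 0.0626 to 0.587 ± 0.0833 (SD, n = 3 each, adjusted p = 0.0428 from limma), and with 1 array left out it was called only without replicate 1 of maize cropping. In the Inceptisol 0 families differed with NPK fertilization (32 at an unadjusted p under 0.05 from limma, and by the methods' unpaired test 16 at an unadjusted p under 0.05 and 1 after adjustment), whereas 15 were higher and 11 lower as a share of total abundance, 45 and 46 with the covariate and 8 and 29 without the 6 arrays. Between soil types 0 families differed in the response to NPK fertilization. At an unadjusted p under 0.05 from limma, 15 did for the Inceptisol and the Mollisol, 27 for the Ultisol and the Mollisol and 23 for the Ultisol and the Inceptisol, and 17, 41 and 10 passed the test with the covariate, 5, 18 and 14 without the 6 arrays, and 1 as a share of total abundance for the Ultisol and the Mollisol. Leaving out 1 array turned the 32 into 2, 5 and 16 (replicates 1, 2 and 3 of the bare fallow) and 2 and 18 (replicates 1 and 2 of maize cropping), and the 8 into 2 (replicate 2 of the bare fallow) and 21, 2 and 2 (replicates 1, 2 and 3 of maize cropping). It turned the 37 with NPK fertilization into 101, 2 and 2 (those of maize cropping) and 4, 2 and 15 (those of NPK fertilization). The 37 between responses became 3 to 17 (10 of the 12 arrays), and the 245 became 33 and 22 (replicate 2 of the bare fallow and 1 of maize cropping in the Inceptisol) and 21, 25 and 23 (replicate 2 of the bare fallow and 2 and 3 of maize cropping in the Ultisol). At most 1 family was called in any of these comparisons in the mean abundance of the detected probes, in quantile normalized raw signal or, chosen after seeing the data, without the triplicate filter.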

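In the Inceptisol, the 5 measured denitrification families had lower mean relative abundances under maize cropping than in the bare fallow, apart from narG and nirK as a share of the array's total abundance and with the number of probes detected as a covariate. None of the 5 passed the test over all families or when adjusted over the list alone. Of them nirS and nosZ passed it in a fit of only the groups compared, nirS with the covariate and nirS, norB and nosZ without the 6 arrays with under 40000 probes. The difference was -0.180 for nirS (SE 0.0708, adjusted p = 0.0945 from limma), -0.164 for nosZ (adjusted p = 0.106) and -0.157 for norB (adjusted p = 0.125). It was -0.107 for nirK (adjusted p = 0.213 from limma) and -0.0801 for narG (adjusted p = 0.246). Under maize cropping the relative abundance was 0.686 ± 0.0882 (SD, n = 3) for nirS, 0.739 ± 0.0802 (SD, n = 3) for nosZ and 0.766 ± 0.101 (SD, n = 3) for norB. It was 0.768 ± 0.106 (SD, n = 3) for nirK and 0.820 ± 0.0655 (SD, n = 3) for narG. All 3 arrays under maize cropping lay below all 3 of the bare fallow for each of the 5 families. Over all 498 families, 320 (64.3%) had all 3 arrays of one group above all 3 of the other, so that this is not particular to denitrification. In the mean abundance of the detected probes the differences were between -0.0109 for nosZ and -0.00088 for nirS. Of the other nitrogen lists, gdh, 1 of 2 families of ammonification, was lower under maize cropping (1 when adjusted over the list alone). Over the list alone, 1 of 2 families of nitrification and 2 of 4 of assimilatory reduction were also lower. Without replicate 1 of maize cropping, which had under 40000 probes detected, the differences of norB, nirK and narG were -0.0985, -0.0457 and -0.0422. The gdh family was not called when any 1 of the 6 arrays was left out or without the triplicate filter, which like the covariate and leaving out the 6 arrays was chosen after seeing the data.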

The levels of almost all genes involved in denitrification were decreased by maize cropping in the Inceptisol (Fig. S5B). In contrast, the levels of *NifH* and *amoA* genes were increased in the Mollisol and Inceptisol and decreased in the Ultisol. 

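Neither nifH nor amoA passed limma's test for maize cropping in any of the 3 soil types. In the Mollisol under maize cropping, nifH was at 0.721 ± 0.0437 (SD, n = 3) and amoA at 0.744 ± 0.0178 (SD, n = 3). The differences from the bare fallow, 0.0644 for nifH and 0.0599 for amoA (adjusted p = 0.602 for both from limma), turned negative as a share of the array's total abundance and with the number of probes detected as a covariate, and that of amoA also in quantile normalized raw signal. In the Inceptisol, nifH was at 0.680 ± 0.0943 (SD, n = 3) and amoA at 0.721 ± 0.0839 (SD, n = 3). The differences, -0.0816 for nifH and -0.109 for amoA (adjusted p = 0.284 and 0.168 from limma), turned positive as a share, in raw signal and in the mean abundance of the detected probes, where they were 0.0132 and 0.00491, and that of nifH also with the covariate. In the Ultisol, nifH was at 0.742 ± 0.0597 (SD, n = 3) and amoA at 0.774 ± 0.0654 (SD, n = 3). The differences, 0.0892 for nifH and 0.0803 for amoA (adjusted p = 0.279 and 0.298 from limma), turned negative on those 3 scales, with -0.00860 and -0.00211 in the mean abundance of the detected probes, and with the covariate. The difference in response between the Inceptisol and the Mollisol was -0.146 for nifH (adjusted p = 0.163 from limma) and -0.169 for amoA (adjusted p = 0.113 from limma). For the Ultisol minus the Inceptisol it was 0.171 for nifH (adjusted p = 0.0914 from limma) and 0.189 for amoA (adjusted p = 0.0589 from limma), and for the Ultisol minus the Mollisol 0.0248 and 0.0204 (adjusted p = 0.997 for both from limma). All 6 differences in response had the opposite sign in the mean abundance of the detected probes (-0.0218 and -0.00702 for the Ultisol minus the Inceptisol), as a share, in raw signal and, apart from amoA for the Inceptisol and the Mollisol, with the covariate. The difference of amoA from the Inceptisol passed the test when any 1 of 4 arrays was left out (replicate 3 of maize cropping in the Inceptisol, replicates 1 and 3 of the bare fallow and 1 of maize cropping in the Ultisol). Of the other nitrogen families nirS (0.286), napA (0.260), nrfA (0.236) and nasA (0.235) passed it for the Ultisol minus the Inceptisol. The sign was the opposite under at least 1 other scaling for nirS, nrfA and nasA, and for napA only with the covariate (-0.00499). None of the 4 passed it without replicate 2 of the bare fallow or 1 of maize cropping in the Inceptisol, or without replicate 2 of the bare fallow or 2 or 3 of maize cropping in the Ultisol, nor did napA and nasA without replicate 1 and nasA without replicate 3 of the Inceptisol bare fallow. Without replicate 2 of the bare fallow, the differences of nifH and amoA were 0.0309 and 0.0210 in the Mollisol and 0.0244 and 0.0214 in the Ultisol. Without replicate 1 of maize cropping, that of nifH was 0.0403 in the Mollisol, and those of nifH and amoA were -0.0273 and -0.0605 in the Inceptisol (the covariate was chosen after seeing the data).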

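With NPK fertilization in the Ultisol, the relative abundance of norB was 0.726 ± 0.0924 (SD, n = 3) against 0.814 ± 0.0811 (SD, n = 3) under maize cropping alone. Its difference of -0.0876 (adjusted p = 0.306 from limma) did not pass the test and turned positive as a share of the array's total abundance (0.0108 percentage points), in quantile normalized raw signal (0.0810), in the mean abundance of the detected probes (0.00532) and with the number of probes detected as a covariate. For hao the values were 0.666 ± 0.125 (SD, n = 3) and 0.697 ± 0.0694 (SD, n = 3). Its difference of -0.0311 (adjusted p = 0.786 from limma) turned positive on these scales too, to 0.0175 in the mean abundance of the detected probes and to 0.160 with the covariate, which was chosen after seeing the data. In the Mollisol the differences were -0.00317 for norB (adjusted p = 0.97 from limma) and 0.00726 for hao (adjusted p = 0.961 from limma). In the Inceptisol they were -0.0525 for norB (adjusted p = 0.906 from limma) and -0.0307 for hao (adjusted p = 0.944 from limma). Each of these 4 differences changed sign under at least 1 other scaling. None of the 5 denitrification and 2 nitrification families passed the test for NPK fertilization in any soil type, over all families or when adjusted over the list alone, whereas norB in the Mollisol (0.0150 percentage points, adjusted p = 0.0137 from limma) and nosZ in the Ultisol (0.0750, adjusted p = 0.00748 from limma) were higher as a share of the array's total abundance. With the covariate narG, norB, nosZ and hao were called higher in the Mollisol and narG, nosZ and hao in the Ultisol. Without the 6 arrays with under 40000 probes, also chosen after seeing the data, amoA was called lower in the Ultisol (-0.0851). Against the bare fallow in place of maize cropping, norB and hao were called lower in the Inceptisol (-0.209 and -0.245). Leaving out any 1 of the 6 arrays gave differences of -0.134 to -0.0374 for norB and of -0.0730 to 0.0405 for hao in the Ultisol. In the Mollisol these ranges were -0.0289 to 0.0407 and -0.0280 to 0.0508, and in the Inceptisol -0.110 to 0.00469 and -0.120 to 0.0567.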

The levels of the *norB* (encoding nitric oxide reductase) and *hao* (encoding hydroxylamine oxidoreductase) genes were also increased by NPK fertilization in the Ultisol, but not in the other two soil types.

### Linkages between microbial community composition and environmental variables.

To examine environmental factors in shaping bacterial and fungal community composition, we performed Mantel tests with microbial communities and environmental variables in three bare fallow soils (see Table S3 in the supplemental material). Bacterial community composition was significantly correlated with soil pH, soil bulk density (BD), soil porosity (Sp), total phosphorus (TP), total potassium (TK), NH_4_-N, annual average temperature, annual rainfall, and relative humidity. Similarly, a significant (*P* = 0.035) model of canonical correspondence analysis (CCA) also showed that NH_4_-N, BD, TK and annual rainfall correlated with bacterial community composition (Fig. S6A). Fungal community composition correlated with soil pH, TK, NH_4_-N, and annual rainfall, as revealed by Mantel tests (Table S3) and CCA (Fig. S6B).

10.1128/mSystems.00075-16.6 Figure S6  Canonical correspondence analysis (CCA) to determine the main variables shaping the bacterial community (A) and the fungal community (B). Environmental variables were selected by variance inflation factors (VIF) of less than 20. Abbreviations: N, C, and S, N, C, and S sample sites, respectively; Ec, electrical conductivity; BD, soil bulk density; TK, total potassium; AK, available potassium; NH_4_-N, ammonium nitrogen; NO_3_-N, nitrate; Annual R, annual rainfall. Download Figure S6, TIF file, 0.3 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

10.1128/mSystems.00075-16.10 Table S3  Significance of correlations between environmental variables and microbial communities in bare fallow soils determined by Mantel tests. Download Table S3, DOCX file, 0.02 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

Mantel tests were also carried out to identify major environmental variables that explain changes in microbial community composition by maize cropping and NPK fertilization. Soil pH, CEC, TP, and the seed weight of maize were correlated with bacterial communities (*r* > 0.34; *P* < 0.052) in the Mollisol, while only seed weight correlated with bacterial communities (*r* = 0.31; *P* = 0.049) in the Inceptisol (Table 1). Eight variables (soil pH, CEC, TP, electrical conductivity [EC], AP, NO_3_-N, seed weight, and aboveground biomass of maize) correlated (*r* > 0.50; *P* < 0.012) with bacterial communities in the Ultisol.

**TABLE 1:** Correlations between environmental variables and microbial and fungal communities^a^

Environmental variable^b^	Correlation^c^ **between the environmental variable and the following community:**											
	Bacterial						Fungal					
	N site		C site		S site		N site		C site		S site	
	*r*	*P*	*r*	*P*	*r*	*P*	*r*	*P*	*r*	*P*	*r*	*P*
pH	0.34	**0.052**	−0.16	0.680	0.40	**0.024**	−0.01	0.481	−0.16	0.662	0.17	0.232
SOM	0.17	0.155	0.17	0.246	0.36	0.058	0.27	0.083	0.60	0.078	0.07	0.352
WHC	−0.18	0.882	0.13	0.333	0.20	0.125	0.23	0.094	0.74	0.102	−0.05	0.617
BD	−0.14	0.835	0.00	0.489	0.15	0.159	0.32	**0.049**	0.56	0.106	−0.06	0.627
Sp	−0.14	0.807	−0.06	0.598	0.15	0.188	0.32	**0.031**	0.42	0.130	−0.12	0.679
EC	0.03	0.439	0.24	0.136	0.76	**0.001**	0.05	0.382	0.14	0.234	0.20	0.161
CEC	0.67	**0.005**	−0.03	0.460	0.75	**0.001**	−0.07	0.651	−0.03	0.435	0.19	0.194
TN	−0.21	0.854	0.11	0.334	−0.36	0.978	0.29	0.058	0.34	0.177	−0.19	0.65
TP	0.36	**0.039**	−0.21	0.749	0.44	**0.037**	−0.04	0.525	−0.13	0.591	−0.15	0.657
TK	−0.11	0.719	−0.09	0.614	0.24	0.142	−0.15	0.783	−0.01	0.316	0.10	0.336
AP	−0.03	0.521	−0.16	0.776	0.50	**0.012**	0.18	0.179	−0.12	0.628	−0.10	0.613
AK	0.23	0.136	0.29	0.068	−0.26	0.937	0.27	0.076	0.10	0.214	−0.20	0.76
NH_4_-N	0.14	0.203	−0.19	0.728	0.09	0.324	−0.13	0.708	−0.18	0.671	0.23	0.156
NO_3_-N	−0.01	0.500	0.22	0.122	0.72	**0.001**	−0.26	0.874	0.43	**0.037**	0.15	0.248
Seed wt	0.49	**0.010**	0.31	**0.049**	0.70	**0.003**	0.02	0.368	0.24	0.078	0.08	0.33
Aboveground biomass	0.20	0.126	0.20	0.092	0.69	**0.002**	0.17	0.174	0.15	0.162	0.08	0.331

a The correlations between environmental variables and the bacterial or fungal community were determined by the Mantel test. Each site has bare fallow samples, maize cropping samples, and NPK fertilization samples. The N, C, and S sites have Mollisol, Inceptisol, and Ultisol soil types, respectively.

b Abbreviations: SOM, soil organic matter; WHC, water holding capacity; BD, soil bulk density; Sp, soil porosity; EC, electrical conductivity; CEC, cation exchange capacity; TN, total nitrogen; TP, total phosphorus; TK, total potassium; AP, available phosphorus; AK, available potassium; seed wt, seed weight.

c Correlations that are significant (*P* < 0.050) are indicated by boldface type.

Only BD (*r* = 0.32; *P* = 0.049) and Sp (*r* = 0.32;*P* = 0.031) correlated with fungal communities in the Mollisol, while only NO_3_-N (*r* = 0.43; *P* = 0.037) correlated with fungal communities in the Inceptisol. No linkages between environmental variables and fungal communities were observed in the Ultisol. We found a positive correlation between BD and the abundance of strictly anaerobic bacteria *Clostridium* (*r* = 0.56; *P* = 0.002) (see Fig. S7A in the supplemental material). In addition, βNTI correlated with CEC (*r* = −0.43; *P* = 0.009) and AP (*r* = 0.48; *P* = 0.003) in the Mollisol (Fig. S7B and S7C) and with NH_4_-N (*r* = −0.47; *P* = 0.004) in the Ultisol (Fig. S7D).

10.1128/mSystems.00075-16.7 Figure S7  Pearson correlation between environmental variables and microbial communities. (A) Soil bulk density (BD) and total abundance of *Clostridium*; (B) cation exchange capacity in the Mollisol and βNTI; (C) available phosphorus in the Mollisol and βNTI; (D) NH_4_-N in the Ultisol and βNTI. Correlation *r* and *P* were determined by Pearson correlation and TDIST tests, respectively. Download Figure S7, TIF file, 0.8 MB. Copyright © 2016 Zhao et al. 2016 Zhao et al. This content is distributed under the terms of the Creative Commons Attribution 4.0 International license.

### Linkages between microbial communities and soil functional processes.

We found that the total abundance of nitrifiers and the subgroup of *Nitrospira* (29) strongly and positively (*r* = 0.81; *P* < 0.001) correlated with nitrification potentials (Fig. 2B and C). Furthermore, there was a positive correlation (*r* = 0.35; *P* = 0.070) between genes derived from *Nitrospira* and nitrification potentials (Fig. 2D), suggesting that sequencing and GeoChip data were largely consistent.

Soil heterotrophic respiration is an ecological consequence of microbial activities. Accordingly, we detected a modest, positive correlation (*r* = 0.61; *P* = 0.070) between the abundance of carbon cycling genes and CO_2_ efflux in bare fallow soils (Fig. 3A), but not in soils with a maize crop or fertilized soils (*r* > −0.38; *P* > 0.309) (Fig. 3B and C), which was consistent with our recent study (30).

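The total abundance of carbon cycling genes was the sum of the normalized abundances of all carbon cycling probes of an array. In the bare fallow it was 17415 ± 638 (SD, n = 3) in the Inceptisol, 14980 ± 1706 (SD, n = 3) in the Mollisol and 14544 ± 2440 (SD, n = 3) in the Ultisol. The Inceptisol was thus 16.2% above the Mollisol and 19.7% above the Ultisol (two-sided exact permutation p = 0.1 for each, the smallest that 3 arrays against 3 allow). The share of carbon cycling genes in the array's total abundance differed by -6.82% and -4.59%. Under maize cropping the totals were 15879 ± 1625 in the Inceptisol, 16552 ± 274 in the Mollisol and 16949 ± 1189 in the Ultisol (SD, n = 3 each). Against the bare fallow this is -8.82% (exact permutation p = 0.1), 10.5% (p = 0.1) and 16.5% (p = 0.3), with the opposite sign in the share of the array's total abundance. With NPK fertilization they were 14556 ± 2086 in the Inceptisol, 14620 ± 960 in the Mollisol and 13998 ± 1002 in the Ultisol (SD, n = 3 each). Against maize cropping this is -8.33% (exact permutation p = 0.5), -11.7% (p = 0.1) and -17.4% (p = 0.1), and in the share of the array's total abundance -2.23% (p = 0.3), -2.70% (p = 0.2) and -0.828% (p = 0.7). The lowest bare fallow totals, 11728 and 13011, were those of replicate 2 of the Ultisol and of the Mollisol, which had fewer than 40000 probes detected. CO2 efflux was at hand as means per group only, so that no correlation over plots was computed. Leaving out 1 array gave 9.08% to 20.4% for the Inceptisol against the Mollisol in the bare fallow and 9.17% to 26.2% against the Ultisol. For maize cropping it gave 3.68% to 14.4% in the Mollisol, -11.7% to -3.44% in the Inceptisol and 6.25% to 22.8% in the Ultisol, and for NPK fertilization in the Inceptisol -13.4% to -0.745%.

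**Figure D4:**
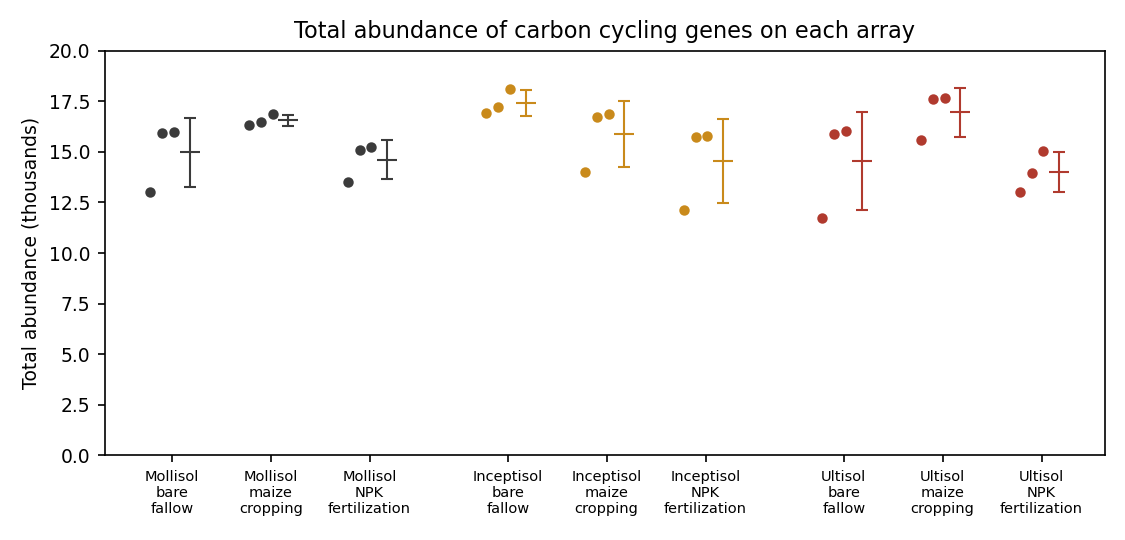
Total abundance of carbon cycling genes (vertical axis, sum of normalized abundances per array) by soil type and land use, with single arrays as points and the mean and SD of 3 arrays as bars. The bare fallow Inceptisol has the highest mean on this scale and a lower share of the array's total abundance than the other bare fallows.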

**FIG 3:**
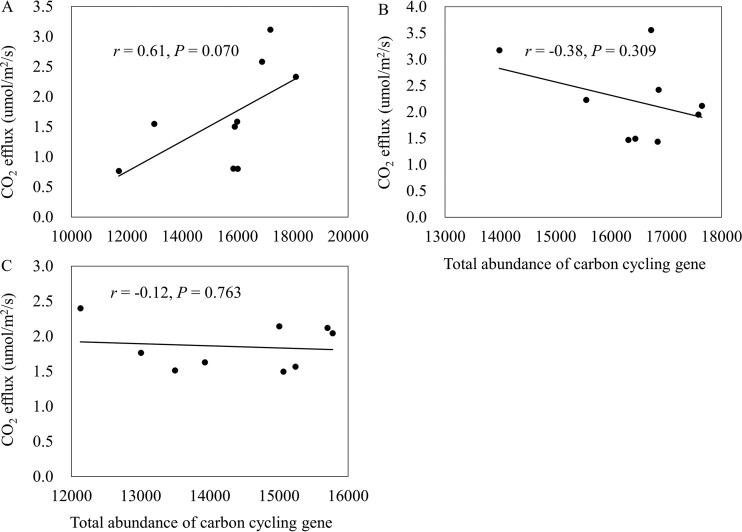
Pearson correlations between CO_2_ efflux and total carbon cycling gene abundance in bare fallow soil (A), soil where maize was grown (B), and (C) NPK-fertilized soil. Correlation *r* and *P* were determined by Pearson correlation and TDIST tests, respectively.

## DISCUSSION

In this study, we carried out Illumina MiSeq sequencing and GeoChip experiments to analyze microbial community compositions and functional potentials in three major soil types and their responses to maize cropping and NPK fertilization. We found that microbial communities substantially differed in soil types (see Fig. S1 in the supplemental material). Furthermore, microbial community responses to maize cropping or NPK fertilization varied by soil type (Fig. S4).

The importance of soil type as the main factor in shaping microbial community composition has been well documented (13, 16), with findings that *Verrucomicrobia* was the most abundant bacterial phylum and *Fusarium* was the most abundant fungal genus in a Mollisol of northeastern China and that *Penicillium* and *Aspergillus* were among the most prevalent fungal genera in an Ultisol (12, 31). Our results provided supporting evidence for these findings (26). In addition, we found that the *Curvularia* fungus, which is commonly found in warm environments (32), was also abundant in the Ultisol. The substantial differences in climate and soil environments of all soil types might give rise to very different microbial community compositions with no overlap among the top 10 abundant genera for each soil type (see Fig. S1 and Fig. S3 in the supplemental material).

Five years of maize cropping and NPK fertilization altered microbial community compositions (see Fig. S1 in the supplemental material). Interestingly, we observed few similar changes in DNA abundance among all three soil types. There were several potential alternative explanations.

Bacteria fall into two main life history strategies, copiotrophs or oligotrophs (33), similar to the *r*-selected or *K*-selected strategies in plants and animals. In general, *r*-strategists grow faster and turn over more rapidly, while *K*-strategists propagate in longer time intervals and acclimate more rapidly (34). Nutrient stimuli could affect populations in ways that shift dominance to organisms with advantageous life history strategies. Nitrogen fertilization could cause a shift in life history strategy, which stimulates copiotrophic microbes but not oligotrophic microbes (35, 36). For example, it was noted that *Proteobacteria*, *Bacteroidetes*, and *Actinobacteria*, three copiotrophic groups, increased in abundance by long-term nitrogen addition in a grassland and in an agricultural field (36), while the fungal *Chytridiomycota*, of which most genera were oligotrophic groups (37), showed little response to nitrogen amendments (38). Exogenous nitrogen input accelerated labile carbon decomposition but inhibited recalcitrant carbon decomposition, which was mediated by copiotrophic and oligtrophic microbes, respectively (35). NPK fertilization consistently resulted in an increase in the abundance of taxon groups dominated by copiotrophic bacteria, such as *Proteobacteria* and *Actinobacteria*, in the Mollisol in our study, and a decrease in abundance of generally oligotrophic microbes, such as the bacterial taxa *Acidobacteria* and *Verrucomicrobia* (see Fig. S4C in the supplemental material) and fungal taxa of *Chytridiomycota* and *Zygomycota* (Fig. S4D). In addition, copiotrophic classes of *Beta*- and *Gammaproteobacteria* were also increased by fertilization in the Mollisol, while an oligotrophic *Verrucomicrobia* genus *Spartobacteria* was decreased in the Mollisol and Ultisol.

As fast-growing microbes are less efficient at substrate use than slow-growing ones, the average microbial biomass of fast-growing bacteria, such as *Alpha*- and *Gammaproteobacteria*, tends to be smaller (33), Therefore, a shift from oligotrophs to copiotrophs effectively reduces total microbial biomass. We consistently found that NPK fertilization decreased bacterial and fungal biomass in the Mollisol (see Table S1 in the supplemental material). In addition, our sequencing results differed from a recent study that microbial communities across global-scale grasslands revealed consistent responses to N and P fertilization (25). A close examination showed that soil samples in the study of Leff et al. (25) had a narrow pH range (mostly between 5.1 and 6.7) and only slight soil acidification by fertilization, which resulted in no correlation between soil pH and any of the major bacterial taxa. In contrast, soil pH spanned a large range from 4.9 to 8.1 in our study (Table S1). Many studies have attributed the effect of inorganic nitrogen fertilization on soil microbes to soil acidification (18, 39). For example, addition of ammonium sulfate led to soil acidification and an almost 10-fold decrease of a dominant bacterial phylum in an Inceptisol (18). In this study, NPK fertilization decreased the soil pH by 0.4 and 0.1 unit in the Mollisol and Ultisol, respectively, which was consistent with previous studies showing that nitrogen fertilization led to soil acidification (24, 40). Thus, soil pH might be the main factor causing shifts in the microbial communities in these two soil types, which was confirmed by the Mantel tests showing positive correlations between bacterial communities and soil pH (*r* > 0.34; *P* < 0.050) (Table 1). In contrast, when soil pH decreased from 8.1 to 7.7 in the Inceptisol (Table S1), no significant correlation between soil pH and bacterial community (*r* = 0.16; *P* = 0.68) was detected (Table 1), verifying that a shift to neutral pH was inconsequential for most bacteria (41, 42). In addition, fungal communities were less sensitive to soil pH than bacterial communities, owing to their wider growth tolerances to pH range (43, 44). Accordingly, no significant correlation between pH and fungal communities was detected in any soil type (Table 1).

Soil physical variables are important in shaping microbial community composition but are often underestimated by microbiologists owing to lack of physical variable measurements (45). Since low BD or high Sp increases soil aeration (46), anaerobic microbes are generally inhibited, which explained our observation of a positive correlation (*r* = 0.56; *P* = 0.002) between obligate anaerobic *Clostridium* and BD (see Fig. S7A in the supplemental material). The influence of BD and Sp on microbial community was further verified by their correlations with fungal community in the Mollisol (Table 1). In addition, a strong positive correlation (*r* = 0.76; *P* < 0.001) between bacterial composition in the Ultisol and EC, known to impose strong influence on microbial community composition (47 – 49), was observed (Table 1).

In summary, we examined microbial community compositions and their responses to maize cropping and NPK fertilization in three zonal soil types. Generally, soil type overrode maize cropping or NPK fertilization as the main determinant of microbial community compositions and soil variables. In addition, maize cropping or NPK fertilization caused disparate changes in the composition of the microbial communities or functional gene structures, which endorses the importance of taking soil type in consideration when examining ecosystem responses to global changes.

## MATERIALS AND METHODS

We conducted this study at three long-term experimental stations well maintained by the Chinese Academy of Sciences. The study station located in Hailun, Heilongjiang Province, China (E126°38′ and N47°26′) (designated the N site) has a cold temperate monsoon climate, and the soil type is Mollisol. The study station located in Fengqiu, Henan Province, China (E114°24′ and N35°00′) (designated the C site) has a warm temperate monsoon climate, and the soil type is Inceptisol. The study station located in Yingtan, Jiangxi Province, China (E116°55′ and N28°15′) (designated the S site) has a middle subtropical monsoon climate, and the soil type is Ultisol.

The sites were established in October 2005 as plots that were 1.4 m by 1.2 m by 1.0 m. Maize or corn was grown in triplicate plots every year since the spring of 2006, with subtypes of Haiyu 6 at the N site, Zhengdan 958 at the C site, and Denghai 11 at the S site. Maize cropping, together with fertilizers of CO(NH_2_)_2_, (NH_4_)_2_HPO_4_, and KCl at the level of 150 kg N, 75 kg P_2_O_5_ and 60 kg K_2_O per ha, was administered to another triplicate plots. The P and K fertilizers and half of the amount of the N fertilizers were applied before maize cropping (growing maize). The other half of the N fertilizer was applied at the maize bell stage. Bare fallow plots were used as a control for maize cropping and NPK fertilization.

We collected soil samples within 2 days after harvesting maize in August and September 2011. We took 10 soil cores of 2-cm diameter at a depth of 0 to 15 cm from each plot and combined them. Soil for geochemical analyses was kept on ice during transport and stored at 4°C in the laboratory. Soil for DNA analyses was kept in liquid nitrogen during transport and stored at −80°C in the laboratory. Samples were designated by the sites. The “m” suffix indicated maize cropping, and the “f” suffix indicated NPK fertilization, while bare fallow samples had no suffix.

### Environmental variable measurements.

Details of environmental variable measurements were described in our previous studies (30). In brief, we measured soil organic matter (SOM) content by heated dichromate oxidation and titration with ferrous ammonium sulfate. We measured CO_2_ efflux once a week in July and August to calculate average CO_2_ efflux. We measured microbial biomass by the phospholipid fatty acid (PLFA) content using a modified Bligh-Dyer protocol as outlined in our previous studies (30, 65). We determined soil nitrification potential by an incubation method in (NH_4_)_2_SO_4_ solution (50).

### Illumina MiSeq sequencing.

We extracted microbial genomic DNA using a freeze-grinding method and purified it using 0.5% low-melting-point agarose gel electrophoresis (51). We used primers 515F (F stands for forward) (5′-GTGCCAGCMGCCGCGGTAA-3′) and 806R (R stands for reverse) (5′-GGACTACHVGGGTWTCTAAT-3′) with sample-specific bar codes and Illumina adapter sequences to target the V4 hypervariable region of bacterial 16S rRNA genes and primers gITS7F (5′-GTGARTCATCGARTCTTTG-3′) and ITS4R (5′-TCCTCCGCTTATTGATATGC-3′) to target the internal transcribed spacer II (ITS2) region of fungal ribosome encoding genes (52). DNA for Illumina sequencing was amplified by two rounds of PCR. A 25-µl PCR system containing 2.5 µl of 10× PCR buffer, 0.1 µl of high-fidelity AccuPrime *Taq* DNA polymerase (Invitrogen, Carlsbad, CA), 1 µl of each primer (10 µM), and 5 or 15 µl of template DNA was used in three technical replicates. To target the 16S rRNA genes, the first round of PCR was carried out using primers without the bar codes by the following cycling conditions: (i) an initial denaturation step of 1 min at 94°C; (ii) 10 cycles, with 1 cycle consisting of 20 s at 94°C, 25 s at 53°C, and 45 s at 68°C; (iii) a final extension step of 10 min at 68°C. PCR products from three replicates were combined and purified using an Agencourt AMPure XP kit (Beckman Coulter, Brea, CA) following the manufacturer’s instructions and eluted in 50-µl water. We used 15 µl of the purified PCR product as the template for the second round of PCR amplification using bar-coded primers in three technical replicates under the same cycling conditions as in the first round of PCR amplification and 20 cycles, rather than 10. We examined PCR products from the second round by electrophoresis with 1% agarose gel. Amplification products of three technical replicates were then combined and quantified by PicoGreen using a FLUOstar Optima microplate reader (BMG Labtech, Jena, Germany). We pooled PCR products from different samples together in equal concentrations, purified the pooled sample using Qiagen gel extraction kits (Qiagen Sciences, Germantown, MD) following the manufacturer’s instructions, and requantified using PicoGreen. Finally, we ran the purified library on MiSeq after mixing with PhiX (Illumina, San Diego, CA) at the Institute for Environmental Genomics of the University of Oklahoma (53). The amplification steps for the fungal ITS were similar to those for the 16S rRNA gene except for changes in the PCR conditions. The protocol consisted of initial denaturation of 3 min at 94°C, followed by 14 cycles for the first amplification round and 26 cycles for the second amplification round, with 1 cycle consisting of 30 s at 94°C, 30 s at 55°C, and 30 s at 68°C, and terminated with an extension step of 7 min at 68°C.

We processed raw data from Illumina sequencing of the 16S rRNA gene and fungal ITS on the Galaxy pipeline (http://zhoulab5.rccc.ou.edu) as previously described (54). We discarded low-quality sequences with nonassigned or mismatched bar codes, low-quality scores (<25), short sequence reads (<100 bp), or more than one undetermined nucleotide (N). Combined sequences with forward and reverse reads were trimmed to 245 to 260 bp for the 16S rRNA gene or to 250 to 350 bp for the fungal ITS. Sequences were classified into operational taxonomic units (OTUs) with 97% similarity for the 16S rRNA gene and 97.5% similarity for the fungal ITS after excluding chimeric sequences by using the UCHIME method (55). Singletons that were present only once across all samples were removed. Then we resampled the sequence numbers as 10,947 for the 16S rRNA gene and 9,917 for the fungal ITS, which were the minimum numbers of sequences across all samples. We assigned taxonomic information to sequences by the RDP classifier (56) for the 16S rRNA gene, and by a training set provided by the UNITE group for the fungal ITS (57). The confidence cutoff was set at 0.5. The relative abundance (RA) of sequences used in this study was calculated as $\%{\mathrm{RA}}_{ij}=\;\frac{Sij}{\Sigma_{J=\;1}^{N}Sij}\text{× }100$, where *Sij* was the sequence number of the *j*th OTU in the *i*th sample.

### GeoChip analysis.

GeoChip 4.6 is a microbial functional gene array that allows for the simultaneous assessment of more than 410 gene families essential to nutrient biogeochemical cycling and various other environmentally significant microbial functions. GeoChip 4.6 experiments were conducted as previously described (58, 59). In brief, purified DNA was labeled with the fluorescent nucleic acid dye Cy5 and then hybridized on GeoChip 4.6 slides. Slides were scanned with a scanner (MS 200 microarray scanner; NimbleGen), and the signal intensity of each spot was quantified with ImaGene version 6.0 (BioDiscovery, El Segundo, CA).

Raw data from GeoChip 4.6 were processed by removing spots with signal-to-noise ratio [SNR = (signal mean − background intensity)/background standard deviation] of <2.0 and singletons in triplicates. Data were then logarithmically transformed and divided by the mean value of each slide, which was referred to as gene abundance.

### Statistical analyses.

We used detrended correspondence analysis (DCA) and hierarchical clustering analysis to examine microbial community composition (60, 61). We used multiple regression tree (MRT) analysis to compare the relative importance of different treatments (62). We used Mantel tests to examine correlations of environmental variables with microbial community structures (63). We performed canonical correspondence analysis (CCA) with forward selection of environmental variables using variance inflation factors (VIF) of less than 20. We carried out these analyses with R software version 2.15.3 (R Development Core Team, R Foundation for Statistical Computing, Vienna, Austria), using vegan (v. 2.0-10) package for DCA and using hierarchical clustering analysis, Mantel tests, and mvpart (v. 1.6-1) package for MRT.

We used a null modeling approach to quantify bacterial phylogenetic turnover in each soil (64). The observed and expected abundance weighted β-mean nearest taxon distances (βNMTD) across all pairwise community comparisons within and between treatments were calculated as follows: $\mathrm{\beta NMTD}\;=\;0.5\;\;\left[\sum_{{\text{i}}_{\text{k}}=1}^{{\text{n}}_{\text{k}}}f1_{k}\min\left(\Delta i_{k}j_{m}\right)\;+\;\sum_{i_{m}=1}^{n_{m}}f1_{m}\min\left(\Delta i_{m}j_{k}\right)\right]$, where *n_k_* and *n_m_* were the number of OTUs in the communities *k* and *m*, respectively, *fi_k_* was the abundance of OTU *i* in community *k*, and min(Δ*i_k_j_m_*) was the minimal phylogenetic distance between OTU *i* in community *k* with all OTUs *j* in *m*. Then, we used the β-nearest taxon index $\left(\mathrm{\beta NTI}\right)\;\left[\text{βNTI}\;=\;\left({\mathrm{\beta NMTD}}_{\text{obs}}-\bar{{\mathrm{\beta NMTD}}_{\text{null}}}\right)/\text{SD}\left({\mathrm{\beta NMTD}}_{\text{null}}\right)\right]$, where βNMTD_obs_ and βNMTD_null_ were the observed and null values of βNMTD, respectively, and SD was the standard deviation of the null βNMTD distribution] to quantify the direction of phylogenetic turnover. The βNTI was calculated by picante (v. 1.6-2) package in R software with abundance weighted = TRUE and 999 times randomization to generate the null model.

We calculated α-diversity by Shannon diversity index (*H*) as $H=-\sum_{i=\;1}^{S}p_{i}\ln p_{i}$, where *S* was the species number and *p_i_* was the frequency of species *i*. Statistical significance of differences was determined by one-way analysis of variance (ANOVA) followed by the least significant difference (LSD) test in SAS with 95% confidence (version 6.1) (SAS Inc., Cary, NC) or two-tailed, unpaired Student’s *t* tests in Microsoft Excel. We conducted Pearson correlation or TDIST tests to determine the *r* or *P* value of linear correlations between environmental variables and microbial communities in Microsoft Excel. We used *P* < 0.05 to infer significant difference unless stated otherwise in the main text.

### Accession numbers.

Both MiSeq sequencing and GeoChip 4.0 data are available online (http://www.ncbi.nlm.nih.gov/). GeoChip 4.0 data were deposited under accession number GSE77546, and MiSeq sequencing data were deposited under accession number SRP069263.

# Supplementary material for: Zonal Soil Type Determines Soil Microbial Responses to Maize Cropping and Fertilization
**Source:** mSystems. 2016 Jul 12;1(4):e00075-16. doi: 10.1128/mSystems.00075-16
**Supplement:** Table S1

**Table S1** Summary of environmental and microbial variables

|  | N | Nm | Nf | C | Cm | Cf | S | Sm | Sf |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Soil physical-chemical variable* | | | | | | | | | |
| pH | 6.2±0.2c *^b^* | 6.1±0c | 5.7±0.2d | 7.9±0.1ab | 8.1±0.1a | 7.7±0.3b | 5.3±0.1e | 5±0.1ef | 4.9±0.1f |
| SOM*^a^* (g/kg) | 46.4±0.8c | 51.4±1.2b | 54.5±1.3a | 8.7±0.4ef | 8.3±0.5f | 9.7±1.3def | 9.8±0.1de | 9.6±0.4def | 10.7±0.3d |
| WHC (%) | 48.9±0b | 71.2±6.4a | 68.9±4.8a | 25.3±0d | 26.5±1.2d | 27.3±5.2d | 27.9±0d | 38.8±4.5c | 41.7±2.5c |
| BD (g/cm^3^) | 1.1±0c | 0.9±0d | 0.9±0.1d | 1.5±0a | 1.4±0ab | 1.4±0.1ab | 1.4±0b | 1.1±0.1c | 1.1±0c |
| Sp (%) | 56.4±0b | 65.4±0.9a | 64.4±2.4a | 45±0cd | 47.6±1.6c | 46.5±3.5cd | 43.1±0d | 52.6±3.5b | 54.1±3.8b |
| Ec (μs/cm) | 22.7±3.1e | 52.0±5.9b | 74.0±21a | 33.1±6.6de | 66.6±8.8a | 51.5±6bc | 26.7±1.8de | 37.6±1.1cd | 80.3±2.8a |
| CEC (cmol/kg) | 34.3±1.3a | 34.5±0.7a | 31.0±1b | 11.8±0.5c | 34.4±0.5a | 11.8±0.6c | 12.3±0.4c | 12.0±0.4c | 7.9±0.3d |
| TN (g/kg) | 1.8±0.3b | 2.2±0.1a | 2.3±0.2a | 0.6±0c | 0.5±0.1c | 0.8±0.2c | 0.6±0.1c | 0.8±0.4c | 0.7±0.1c |
| TP (g/kg) | 0.8±0ab | 0.8±0ab | 0.9±0a | 0.7±0.1bc | 0.6±0de | 0.7±0cd | 0.4±0f | 0.4±0f | 0.5±0ef |
| TK (g/kg) | 18.7±0.1ab | 18.4±0.5ab | 18.5±0.2ab | 20.6±3.8a | 17.5±0.4b | 17.6±0.5b | 9.7±0.5c | 9.7±0.4c | 9.3±0.4c |
| AP (mg/kg) | 39.6±3.8a | 26.8±5.6b | 37.2±4.1a | 7.3±0.3d | 3.5±0.4d | 7.8±1.2d | 17.3±0.7c | 17.3±2.6c | 29.7±3.9b |
| AK (mg/kg) | 201.7±40.2a | 139.2±5.8b | 112.5±6.6c | 99.2±7.6cd | 73.3±1.4e | 84.2±5.8de | 109.2±1.4c | 110±5c | 110.8±3.8c |
| NH_4_-N (mg/kg) | 0.6±0.4b | 0.6±0.1b | 1.6±0.8a | 0.6±0.3b | 0.8±0.1b | 0.9±0.2b | 1.8±0.5a | 1.6±0.1a | 1.7±0.3a |
| NO_3_-N (mg/kg) | 13.3±5.9ab | 10.6±6.2b | 23.3±18.5a | 4.4±1.6b | 4.2±0.5b | 6.8±1.6b | 5.3±0.3b | 5.2±0.4b | 6.6±0.3b |
| *Plant variable* | | | | | | | | | |
| seed weight (kg/ha) |  | 2246±1464d | 8652±2046a |  | 5340±225bc | 7274±854ab |  | NA*^c^* | 3955±672cd |
| above ground biomass  (kg/ha) | | 4822±284cd | 9523±3035a |  | 5232±964bc | 7477±1067ab |  | 2440±103d | 6349±343bc |
| TN_Seed (g/kg) |  | 10.7±1.7bc | 13.2±1.2a |  | 9.4±1.3c | 11.7±0.7ab |  | NA | 9.1±0.5c |
| TP_Seed (g/kg) |  | 3.7±0.8a | 4.4±0.4a |  | 1.8±0.7b | 1.9±0.4b |  | NA | 2±0.2b |
| TK_Seed (g/kg) |  | 4.5±0.6a | 5.4±0.6a |  | 3.3±0.2b | 3.5±0.4b |  | NA | 3.4±0.2b |
| TOC_Seed (g/kg) |  | 418.1±3.9ab | 417.8±12.8ab |  | 440.9±5.9a | 433.8±24.5a |  | NA | 391.3±9.2b |
| TN_Stem (g/kg) |  | 4.7±1.3b | 6.8±1.4a |  | 6.2±1a | 6.8±0.7a |  | 3.2±0.8c | 3.7±0.5bc |
| TP_Stem (g/kg) |  | 2.8±0.5a | 2±0.8b |  | 0.6±0.2c | 0.8±0.2c |  | 1.8±0.2b | 0.4±0.1c |
| TK_Stem (g/kg) |  | 5.2±3.1b | 11.6±3.3a |  | 10.6±1.9a | 14.3±2.3a |  | 13.2±0.6a | 11.6±4.9a |
| TOC_Stem (g/kg) |  | 372.9±2c | 388.3±7.9bc |  | 421.6±7a | 420.7±8.2a |  | 382.7±5.7c | 403.8±15.2b |
| *Climate parameter* | | | | | | | | | |
| Annual T (℃) | 2.1c | 2.1c | 2.1c | 13.5b | 13.5±0b | 13.5b | 18.1a | 18.1a | 18.1a |
| Annual R (mm) | 496.2c | 496.2c | 496.2c | 832.9b | 832.9b | 832.9b | 1495a | 1495a | 1495a |
| Relative humidity (%) | 64.7b | 64.7b | 64.7b | 72.0a | 72.0a | 72.0a | 61.6c | 61.6c | 61.6c |
| *Microbial biomass (nmol/g DW)* | | | | | | | | | |
| Bacterial | 12±1a | 11.4±1.7a | 9.1±0.9b | 2.1±0.5e | 4.1±1.7cd | 3.1±0.2de | 3.4±0.4de | 3.8±0.5cde | 5.4±0.5c |
| Fungal | 3.3±1ab | 3.5±1.2a | 2±0.3c | 0.7±0.1d | 2.2±0.9bc | 1.6±0.2cd | 1.8±0.5cd | 1.5±0.2cd | 2.5±0.6abc |
| Total | 42.2±8.6a | 43.1±12.7a | 35.4±4.1ab | 9.6±0.6e | 18.1±4.4cde | 16.4±1.3de | 21.3±4.8cd | 16.6±0.3de | 28.6±7.1bc |
| Fungal/bacterial | 0.3±0.1cd | 0.3±0.1cd | 0.2±0d | 0.4±0.1bcd | 0.5±0.1ab | 0.5±0.1ab | 0.5±0.2a | 0.4±0.1abc | 0.5±0.1abc |
| *Soil functional process* | |  |  |  |  |  |  |  |  |
| Nitrification (mg NO_3_-N/kg DW) | 37.5±9bc | 29.9±0.6c | 36.4±6.3bc | 41.9±11.1ab | 43.4±3.4ab | 47.9±4.9a | 12±2.1d | 12.3±1.4d | 15.4±2.3d |
| CO_2_ efflux (umol/m^2^/s) | 1063.5a | 1050.2±5.7a | 1061.1±4.5a | 512.4±85.8c | 722±92.3b | 435.5±50.5cd | 322.8±144.1d | 500.9±101.4c | 527.5±21.1c |

*^a^*Abbreviation: SOM – soil organic matter, WHC – water hold capacity, BD – soil bulk density, Sp – soil porosity, Ec – electrical conductivity, CEC – cation exchange capacity, TN – total nitrogen, TP – total phosphorus, TK – total potassium, AP – available phosphorus, AK - available potassium, TOC – total organic matter, Annual T – annual average temperature, Annual R – annual rainfall.

Values were MEAN ± SD. SD stands for standard deviation

*^b^*Letters behind each value indicate significance of differences. Treatments with any same letters are insignificantly different (*P* > 0.05) as determined by one-way ANOVA followed by the LSD test in SAS version 6.1.

*^c^*NA: data not available.

# Supplementary material for: Zonal Soil Type Determines Soil Microbial Responses to Maize Cropping and Fertilization
**Source:** mSystems. 2016 Jul 12;1(4):e00075-16. doi: 10.1128/mSystems.00075-16
**Supplement:** Table S2

**Table S2** Relative abundance of genus that consistently responded to maize cropping (*Gp7*) or fertilization (*Gp4*, *Gp6* and *Fusarium*)

| genus | N | Nm | Nf | C | Cm | Cf | S | Sm | Sf |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Gp4* | 5.66 ± 0.97b | 6.25 ± 0.75b | 2.94 ± 0.26c | 9.58 ± 2.41a | 10.34 ± 1.98a | 6.91 ± 1.42b | 0.31 ± 0.12d | 0.4 ± 0.11d | 0.1 ± 0.02d |
| *Gp6* | 7.69 ± 2.57ab | 8.92 ± 3.18a | 5.57 ± 1.44b | 6.08 ± 2.42ab | 7.89 ± 1.01ab | 6.7 ± 0.19ab | 0.61 ± 0.09c | 0.9 ± 0.24c | 0.5 ± 0.1c |
| *Gp7* | 0.75 ± 0.1c | 0.88 ± 0.25bc | 0.68 ± 0.17c | 0.71 ± 0.08c | 0.84 ± 0.08bc | 0.89 ± 0.07bc | 0.99 ± 0.17b | 1.29 ± 0.03a | 0.6 ± 0.15c |
| *Fusarium* | 12.92 ± 6.92a | 6.77 ± 1.8ab | 14.25 ± 6.71a | 14.92 ± 11.45a | 7.79 ± 3.57ab | 9.48 ± 6.62ab | 0.48 ± 0.47b | 0.97 ± 0.13b | 2.53 ± 1.58b |

Letters behind each value indicate significance of differences. Treatments with any same letters are insignificantly different (*P* > 0.05) as determined by one-way ANOVA followed by the LSD test in SAS version 6.1.

# Supplementary material for: Zonal Soil Type Determines Soil Microbial Responses to Maize Cropping and Fertilization
**Source:** mSystems. 2016 Jul 12;1(4):e00075-16. doi: 10.1128/mSystems.00075-16
**Supplement:** Table S3

**Table S3** Mantel tests to determine the significances of correlations between environmental variables and microbial communities in bare fallow soils

|  | Bacteria | | Fungi | |
| --- | --- | --- | --- | --- |
|  | *r* | *P* | *r* | *P* |
| pH | 0.84 | **0.001^b^** | 0.63 | **0.013** |
| SOM^a^ | 0.06 | 0.373 | 0.11 | 0.195 |
| WHC | 0.12 | 0.228 | 0.14 | 0.187 |
| BD | 0.25 | **0.042** | 0.19 | 0.108 |
| Sp | 0.20 | **0.052** | 0.26 | **0.050** |
| EC | 0.05 | 0.314 | -0.16 | 0.897 |
| CEC | 0.04 | 0.434 | 0.10 | 0.172 |
| TN | -0.03 | 0.475 | 0.06 | 0.244 |
| TP | 0.74 | **0.005** | 0.74 | **0.011** |
| TK | 0.78 | **0.005** | 0.77 | **0.006** |
| AP | 0.19 | 0.091 | 0.15 | 0.131 |
| AK | -0.08 | 0.675 | -0.02 | 0.483 |
| NH_4_-N | 0.51 | **0.013** | 0.49 | **0.015** |
| NO_3_-N | -0.13 | 0.888 | -0.04 | 0.533 |
| Annual T | 0.37 | **0.035** | 0.43 | **0.020** |
| Annual R | 0.77 | **0.009** | 0.83 | **0.001** |

*^a^*Abbreviation: SOM – soil organic matter, WHC – water hold capacity, BD – soil bulk density, Sp – soil porosity, EC – electrical conductivity, CEC – cation exchange capacity, TN – total nitrogen, TP – total phosphorus, TK – total potassium, AP – available phosphorus, AK - available potassium, Annual T – annual average temperature, Annual R – annual rainfall.

^a^Bold font indicates significant correlation of *P* < 0.050

How the deposited data were processed for this re-analysis (not part of the article)

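Functional genes were measured with GeoChip 4.6, as in the paper's methods (its statement on data access says 4.0), on 81 arrays, each hybridized with Cy5-labelled soil DNA of 1 plot. Of these, 27 arrays are of the Mollisol at Hailun, the Inceptisol at Fengqiu and the Ultisol at Yingtan, each as bare fallow, under maize cropping and under maize cropping with NPK fertilization, with 3 plots in each of the 9 groups. The other 54 arrays are of the same soils moved to the other sites, which the paper does not report, and were used in the closing section only. The samples were grouped by the soil type, site, land use and replicate number of their descriptions.

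The authors scanned the slides, removed spots with a signal-to-noise ratio under 2 and deposited the signal intensity of each remaining probe per array. These intensities cover 81217 probes, of which 4728 have no signal on any array. The authors then removed probes detected in only 1 array of a triplicate, took logarithms and divided by the mean of the array, and deposited these normalized abundances, each a ratio to the array's mean. The normalized abundances cover 69722 probes and 3932434 values. They were checked against ln(intensity + 1) divided by the array's mean and differed by at most 5.0e-10. The filter on triplicates had removed 241984 single detections, and 0 probes remained that were detected in exactly 1 array of a triplicate. The normalized abundances have a mean of 1 on every array, so that they hold no difference in total signal between arrays. The files name a gene family and a category for each probe and no organism, so that genes of Nitrospira were not analysed.

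The relative abundance of a gene family was the sum of the normalized abundances of its probes, with 0 for a probe not detected, divided by the number of its probes detected in at least 1 of the 27 arrays. Families with at least 5 such probes were kept, which are 498, and 308 of them have at least 20. The families were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend on the log2 number of probes), with all 9 groups in 1 fit, 18 residual degrees of freedom and 17.6 prior degrees of freedom. A family was called at an adjusted p under 0.05 after Benjamini-Hochberg adjustment over all families of a comparison. Soil types were compared in the bare fallow, maize cropping with the bare fallow and NPK fertilization with maize cropping, each within a soil type. The difference in response between soil types was tested as an interaction. Single probes were compared in the same way on their normalized abundance, with a probe not detected taken as missing, for probes detected in at least 2 of 3 arrays of both groups. Fits with 1 array left out use the spread of all groups. Functional gene composition was compared by Bray-Curtis dissimilarity with vegan 2.7.1 (adonis2 with permutation tests, exact over all splits for 3 against 3 arrays, and decorana for DCA), by average-linkage clustering and by binary splits on soil type and land use. The total of carbon cycling genes was compared by exact permutation. In a comparison of 3 arrays with 3 the smallest exact p is 0.1. Tables were read with data.table 1.17.8 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

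Lists of gene families were fixed before the data were examined, as were the comparisons, the tests, the rule for named families and the alternatives named first below. The lists were nitrogen fixation, nitrification, denitrification, dissimilatory reduction, assimilatory reduction, ammonification, anammox, degradation of starch, hemicellulose, cellulose, chitin, pectin and of lignin and aromatics, carbon fixation, methane cycling, phosphorus cycling, sulfur cycling, the response to phosphate and nitrogen limitation, and oxidative, osmotic and temperature stress. Of 98 families listed, 90 were tested, and 5 others had fewer than 5 probes. Beyond the families the paper names and those of the lists, families could be named that were among the 10 with the largest change in a comparison, had at least 20 probes, passed the test and had all 3 arrays of a group above all 3 of the other. Families named outside this rule were named after their values were seen, as the text says where it names them.

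The first alternatives were other measures of a family (its share of the array's total abundance, the mean abundance of its detected probes, the share of its probes detected), its log2, quantile normalized raw signal, a minimum of 20 probes, a fit of the compared groups only, the replicate number as a block, the unpaired test of the paper's methods, the mean over the 3 land uses, bare fallow as the reference for NPK fertilization, other filters and normalizations of single probes, other dissimilarities and features, and leaving out each array in turn. Alternatives added after seeing the data were the number of probes detected as a covariate, the probes detected in all 27 arrays, leaving out the 6 arrays with under 40000 probes detected, the replicate number as a block across soil types, and values without the triplicate filter. Since the filter was run within the real groups, splits of the arrays were also made on values without it, soil type within a land use was also tested before it and with each grouping of the 9 arrays filtered within its own groups, and the nearest array of each array was also tested before it. Whether replicate numbers pair the arrays was checked by the correlation of residuals within each comparison. For families, all 3 correlations were above 0.1 for NPK fertilization in the Ultisol (0.359, 0.122 and 0.174), for NPK fertilization in the Inceptisol (0.357, 0.243 and 0.274) and for the Ultisol minus the Mollisol (0.143, 0.267 and 0.178). Over the probes detected in all 27 arrays they were for the Inceptisol minus the Ultisol (0.4445, 0.2374 and 0.4088), maize cropping in the Mollisol (0.1057, 0.495 and 0.7529) and NPK fertilization in the Inceptisol (0.7681, 0.5352 and 0.4379). The value with the block is given beside the count where it changed it by over 1.5 times.

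The number of probes detected per array, from 33125 to 55063, stands for the depth, and the number of arrays limits the precision. The fits were tested on simulated data, for the comparison of the Inceptisol with the Mollisol in the bare fallow only. Of 50 families shifted by each size among 498, 16% were recovered at a shift of 0.1, 58% at 0.2, 88% at 0.3 and 98% at 0.4, with 4 false calls. Of 200 probes among 13564, 12.5% were recovered at a shift of 0.05, 64% at 0.1 and 99% at 0.2, with 8 false calls. In the real arrays the families share each array's number of probes detected and moved together, with 293 higher and none lower in this comparison. Recovery and false calls under such shared shifts were not tested. The simulated values therefore do not give the error rate of the real comparisons. Microbial sequencing, biomass, nitrification and CO2 efflux are not among the files and were left out.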

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

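Chosen only after the results were seen were the tests of the maize effect by site and by soil type over all 81 arrays, the weighing of the Inceptisol moved to other sites and of the other soils moved to Fengqiu, and the values and the splits without the triplicate filter. The response to maize cropping differed between soil types in a test of the interaction (limma), with 37 families lower in the Inceptisol than in the Mollisol and 245 higher in the Ultisol than in the Inceptisol. Leaving out replicates 1, 2 and 3 turned the 37 into 8, 6 and 17 (bare fallow) and 3, 17 and 47 (maize cropping) in the Inceptisol and into 10, 4 and 38 and 5, 11 and 6 in the Mollisol. The 245 became 33 and 22 without replicate 2 of the bare fallow and 1 of maize cropping in the Inceptisol, and 21, 25 and 23 without replicate 2 of the bare fallow and 2 and 3 of maize cropping in the Ultisol. No family was called for either difference without the triplicate filter (10 and 55 at an unadjusted p under 0.05 from limma) or in quantile normalized raw signal. Of 100 splits of the arrays, 1, the real one, called 37 or more (highest other 7) and 3 called 245 or more (highest other 355). As the families share each array's number of probes detected, a split can call many of them at once. The filter, run within the real groups, favours the real split, so that these splits do not exclude chance. Without the filter the real split called 0 families in both cases (highest others 0 and 1), and as any of the 100 splits calls at least 0, this count of 100 says nothing about chance.

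The lower gene families under maize cropping in the Inceptisol at Fengqiu, with a median difference of -0.126 over 498 families, were weighed further. In the Inceptisol moved to Hailun and Yingtan, maize cropping minus bare fallow was 0.0479 (SE 0.0362) in the mean relative abundance of all families per array, against -0.119 (SE 0.0512) in place, and the difference of 0.167 (SE 0.0628) argues against a response of this soil type at every site. In the Mollisol and the Ultisol moved to Fengqiu it was -0.214 (SE 0.0362), consistent with something shared by the plots or the arrays of Fengqiu. The 4629 probes detected in all 3 bare fallow arrays of the Inceptisol and in none under maize cropping had a median signal at percentile 21.6 of those arrays. This is under the limit set beforehand for dim probes that failed detection. A fall in abundance would also lose dim probes first, so that the value cannot tell these explanations apart. A response to maize at this site, which is the biological explanation, the handling of these arrays and a lower number of probes detected stay open and may act together, since no label gives the day or batch of an array.

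In the soils moved between sites, which the paper does not report, 478 families of 509 had a lower effect of maize cropping at Fengqiu than at the other sites and 1 a higher one, 479 together by limma (470 to 481 with 1 of the 81 arrays left out, 445 without the triplicate filter). Of 100 splits 1, the real one, called as many, with a highest other of 439, where the filter favours the real split. Without the filter 1 of 100 splits, the real one, called 445 or more (highest other 407). As this test was chosen after the results were seen, that share is too weak to exclude chance. The families share each array's number of probes detected, so that a split can call many of them at once. A high count in other splits does not by itself show a structure of the samples besides site. Over the same 81 arrays, site took an R2 of 0.0555 (permutation p = 0.0109) in functional gene composition, and 0.0333 (p = 0.150) by Jaccard dissimilarity before the triplicate filter. Land use took 0.0442 (permutation p = 0.0428), and 0.0277 (p = 0.289) before the filter. In the Ultisol moved to Fengqiu, the median difference of NPK fertilization from maize cropping alone was 0.266, with 482 families higher and none lower by limma (417 without the filter), while the probes detected per array were 55674 ± 3939 (SD, n = 3) and 38332 ± 3893 (SD, n = 3).

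The paper does not discuss limEH, an epoxide hydrolase of limonene breakdown, or cysJ, a subunit of sulfite reductase, which were below their level under maize cropping in all 3 arrays with NPK fertilization of 2 soil types. In the Mollisol limEH differed by -0.221 (SE 0.0657, adjusted p = 0.0466 from limma) and cysJ by -0.248 (SE 0.0678, adjusted p = 0.036 from limma). In the Ultisol limEH differed by -0.253 (SE 0.0657, adjusted p = 0.0225 from limma) and cysJ by -0.232 (SE 0.0678, adjusted p = 0.0428 from limma). The sign was the same under each other scaling run, and none of the 4 differences passed the test without the triplicate filter (-0.199 and -0.233 in the Mollisol, -0.226 and -0.203 in the Ultisol). With 1 array left out, neither passed it in the Mollisol for any of the 6 arrays, limEH passed it in the Ultisol without replicate 1 of maize cropping or 3 of NPK fertilization, and cysJ without replicate 1 of maize cropping.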

How the results depend on the processing

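The number of probes detected per array, over which the arrays differ, limits these results, since a relative abundance counts each probe not detected as 0. Chosen after seeing the data were the alternatives with the number of probes detected as a covariate, with the probes detected in all 27 arrays, without the 6 arrays with under 40000 probes, without the triplicate filter, with Jaccard dissimilarity before it and with the replicate number as a block across soil types. Of the values for single named families, under the alternatives set first 411 stayed on their side of the test (in the same direction where they had passed it), 185 kept the direction and no longer passed, 12 passed anew and 41 that had passed reversed or passed in the other direction. Under those added later the numbers were 229, 78, 16 and 10, and with 1 array left out 250, 155, 3 and 0. Of the counts and shares, 155 under the alternatives set first and 52 under those added later stayed within the spread or 1.5 times. The paper's unpaired test was not run for differences in response, since it compares 2 groups, and no value was had for genes of Nitrospira or, where a family had too few probes, for a minimum of 20 probes or the probes detected in all arrays. The values that changed follow, with the value as reported in parentheses and, where the direction turned, the numbers higher and lower. The cause was not tested, apart from a minimum of 20 probes, which leaves fewer families, and the fit of the compared groups, which has fewer arrays.

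As a share of the array's total abundance, the number of families called was 110 for the Inceptisol minus the Mollisol (293), 77 for the Inceptisol minus the Ultisol (294), 9 for the Ultisol minus the Mollisol (0), 4 for maize in the Mollisol (2) and the response to maize of the Ultisol minus the Mollisol (0), 44 for maize in the Ultisol (8), 78 for NPK in the Mollisol (20), 26 for NPK in the Inceptisol (0), 64 for NPK in the Ultisol (37), 16 for the response to maize of the Inceptisol minus the Mollisol (37), 45 for the response to maize of the Ultisol minus the Inceptisol (245) and 1 for the response to NPK of the Ultisol minus the Mollisol (0). Reversed on this scale, in percentage points, were amoA -0.0262, narG -0.0880, nirK -0.00420, nosZ -0.0200, nrfA -7.6e-04 and nasA -0.00119 for the Inceptisol minus the Mollisol, narG -0.110, nirK -0.00977, norB -0.00197, nosZ -0.0107, nrfA -0.0111 and nasA -0.00601 for the Inceptisol minus the Ultisol and norB 0.0150 for NPK in the Mollisol. In the mean abundance of the detected probes, the families called were 26 for the Inceptisol minus the Mollisol (293 to 12 higher and 14 lower), 15 for the Inceptisol minus the Ultisol (294), 2 for maize in the Mollisol (2 to 0 higher and 2 lower), 0 for each of maize in the Inceptisol (32), maize in the Ultisol (8), NPK in the Ultisol (37) and the response to maize of the Ultisol minus the Inceptisol (245), 10 for NPK in the Mollisol (20) and 1 for the response to maize of the Inceptisol minus the Mollisol (37 to 1 higher and 0 lower). Here amoA -0.00759, nirS -0.00490, dnaK -0.00980 and nrfA -0.00836 for the Inceptisol minus the Mollisol, nirS -0.00314, dnaK -0.00359 and nrfA -0.00579 for the Inceptisol minus the Ultisol, nreB -0.0199 and nagL -0.0372 for maize in the Mollisol, dnaK 0.00554 and lmo 0.0197 for maize in the Inceptisol, proW 0.0228 for NPK in the Mollisol and proW 0.00920, cspB 0.0257 and opuE 0.00460 for NPK in the Ultisol reversed. In quantile normalized raw signal the counts were 0 for each of the Inceptisol minus the Mollisol (293), the Inceptisol minus the Ultisol (294), maize in the Mollisol (2), maize in the Inceptisol (32), NPK in the Ultisol (37), the response to maize of the Inceptisol minus the Mollisol (37) and the response to maize of the Ultisol minus the Inceptisol (245), 1 for maize in the Ultisol (8 to 0 higher and 1 lower) and 2 for NPK in the Mollisol (20), and amoA -0.130, nirS -0.0438, dnaK -0.0391 and nrfA -0.0936 for the Inceptisol minus the Mollisol, nirS -0.0395, norB -0.0257 and nrfA -0.0765 for the Inceptisol minus the Ultisol, nreB -0.200 and nagL -0.333 for maize in the Mollisol, lmo 0.229 for maize in the Inceptisol, proW 0.288 for NPK in the Mollisol and proW 0.116 and cspB 0.302 for NPK in the Ultisol reversed. On log2 relative abundance they were 68 for the Inceptisol minus the Mollisol (293), 46 for the Inceptisol minus the Ultisol (294), 1 for maize in the Mollisol (2), 0 for maize in the Inceptisol (32), 2 for maize in the Ultisol (8) and the response to maize of the Inceptisol minus the Mollisol (37), 6 for NPK in the Mollisol (20), 9 for NPK in the Ultisol (37) and 10 for the response to maize of the Ultisol minus the Inceptisol (245). By the share of a family's probes detected the number was 21 for NPK in the Ultisol (37).

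With at least 20 probes per family, the families called were 0 for maize in the Mollisol (2) and maize in the Ultisol (8), 8 for maize in the Inceptisol (32), 1 for NPK in the Mollisol (20), 11 for NPK in the Ultisol (37) and 14 for the response to maize of the Inceptisol minus the Mollisol (37). A fit of only the groups compared called 140 for the Inceptisol minus the Ultisol (294), 4 for maize in the Mollisol (2), 111 for maize in the Inceptisol (32), 3 for maize in the Ultisol (8), 55 for NPK in the Mollisol (20) and 255 for the response to maize of the Inceptisol minus the Mollisol (37). The paper's unpaired test called, after Benjamini-Hochberg adjustment, 179 for the Inceptisol minus the Mollisol (293), 4 for the Inceptisol minus the Ultisol (294), 13 for maize in the Inceptisol (32), 3 for maize in the Ultisol (8), 1 for NPK in the Inceptisol (0) and 7 for NPK in the Ultisol (37), and unadjusted 121 for the Inceptisol minus the Ultisol (294), 6 for the Ultisol minus the Mollisol (0), 56 for maize in the Mollisol (2), 132 for maize in the Inceptisol (32) and NPK in the Ultisol (37), 38 for maize in the Ultisol (8), 119 for NPK in the Mollisol (20) and 16 for NPK in the Inceptisol (0). Over the mean of the 3 land uses, the families called were 9 for the Inceptisol minus the Mollisol (293) and 0 for the Inceptisol minus the Ultisol (294). NPK fertilization against bare fallow in place of maize cropping gave 1 for NPK in the Mollisol (20 to 1 higher and 0 lower), 247 for NPK in the Inceptisol (0) and 0 for NPK in the Ultisol (37).

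With the replicate number as a block within soil type, which pairs the arrays of the same number, the families called were 57 for maize in the Inceptisol (32), 14 for maize in the Ultisol (8), 65 for NPK in the Ultisol (37) and 108 for the response to maize of the Inceptisol minus the Mollisol (37), and the probes called 8932 for the Inceptisol minus the Mollisol (4565), 4025 for the Inceptisol minus the Ultisol (743), 2416 for maize in the Inceptisol (391) and 2630 for NPK in the Mollisol (1520). As a block across soil types it gave 66 for maize in the Inceptisol (32), 15 for maize in the Ultisol (8) and 112 for the response to maize of the Inceptisol minus the Mollisol (37). The share of the variation left within blocks was 0.637 for maize in the Mollisol (R2 0.383), 0.830 for NPK in the Inceptisol (0.363) and 0.847 for NPK in the Ultisol (0.511). Such a share is of less variation than the R2 in parentheses and can only be higher (exact permutation p = 0.25 each).

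With the number of probes detected as a covariate, the families called were 69 for the Inceptisol minus the Mollisol (293) and maize in the Ultisol (8 to 27 higher and 42 lower), 54 for the Inceptisol minus the Ultisol (294), 68 for the Ultisol minus the Mollisol (0), 10 for maize in the Mollisol (2) and the response to NPK of the Ultisol minus the Inceptisol (0), 77 for maize in the Inceptisol (32), 130 for NPK in the Mollisol (20 to 72 higher and 58 lower), 91 for NPK in the Inceptisol (0), 90 for NPK in the Ultisol (37 to 49 higher and 41 lower), 17 for the response to maize of the Inceptisol minus the Mollisol (37) and the response to NPK of the Inceptisol minus the Mollisol (0), 23 for the response to maize of the Ultisol minus the Mollisol (0), 30 for the response to maize of the Ultisol minus the Inceptisol (245) and 41 for the response to NPK of the Ultisol minus the Mollisol (0), and nirK -0.00748, nosZ -0.0140 and nasA -0.00134 for the Inceptisol minus the Mollisol, hao -0.0121, nirK -0.0124, norB -0.00325, nosZ -0.00802 and nasA -0.0139 for the Inceptisol minus the Ultisol, norB 0.0706 for NPK in the Mollisol and hao 0.160 for NPK in the Ultisol reversed. Over the probes detected in all 27 arrays, the counts were 109 for the Inceptisol minus the Mollisol (293), 25 for the Inceptisol minus the Ultisol (294), 0 for each of maize in the Mollisol (2), maize in the Ultisol (8), the response to maize of the Inceptisol minus the Mollisol (37) and the response to maize of the Ultisol minus the Inceptisol (245), 1 for maize in the Inceptisol (32) and NPK in the Ultisol (37) and 8 for NPK in the Mollisol (20). Without the 6 arrays with under 40000 probes, the families called were 37 for the Ultisol minus the Mollisol (0) and NPK in the Inceptisol (0), 11 for maize in the Mollisol (2), 151 for maize in the Inceptisol (32), 48 for maize in the Ultisol (8), 88 for NPK in the Mollisol (20), 230 for NPK in the Ultisol (37), 120 for the response to maize of the Inceptisol minus the Mollisol (37), 10 for the response to maize of the Ultisol minus the Mollisol (0), 5 for the response to NPK of the Inceptisol minus the Mollisol (0), 18 for the response to NPK of the Ultisol minus the Mollisol (0) and 14 for the response to NPK of the Ultisol minus the Inceptisol (0), and the single probes called 1396 for the Inceptisol minus the Mollisol (4565), 0 for the Inceptisol minus the Ultisol (743), 26 for maize in the Inceptisol (391) and 37 for NPK in the Ultisol (0). Without the triplicate filter, the counts were 0 for each of the Inceptisol minus the Mollisol (293), the Inceptisol minus the Ultisol (294), maize in the Mollisol (2), maize in the Inceptisol (32), maize in the Ultisol (8), NPK in the Mollisol (20), NPK in the Ultisol (37), the response to maize of the Inceptisol minus the Mollisol (37) and the response to maize of the Ultisol minus the Inceptisol (245), and over the 81 arrays 0 for site (1).

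Single probes called were 150 for the Inceptisol minus the Mollisol (4565), 1 for the Inceptisol minus the Ultisol (743) and 0 for maize in the Inceptisol (391) in quantile normalized log2 raw signal, 2310 for the Inceptisol minus the Mollisol (4565), 2 for the Inceptisol minus the Ultisol (743) and 6 for maize in the Inceptisol (391) in median centred log2 raw signal, 1184 for the Inceptisol minus the Ultisol (743) among probes detected in all 6 arrays and 15666 for the Inceptisol minus the Mollisol (4565), 11127 for the Inceptisol minus the Ultisol (743), 2103 for the Ultisol minus the Mollisol (0), 2759 for maize in the Mollisol (0), 9942 for maize in the Inceptisol (391), 3796 for maize in the Ultisol (0), 8001 for NPK in the Mollisol (1520), 2939 for NPK in the Inceptisol (0) and 5107 for NPK in the Ultisol (0) with probes not detected set to 0. The R2 of functional composition by Euclidean distance on quantile normalized raw signal was 0.114 for soil type (0.157), 0.148 for soil type by land use (0.250), 0.110 for maize in the Mollisol (0.383), 0.394 for maize in the Inceptisol (0.614), 0.286 for maize in the Ultisol (0.455), 0.359 for NPK in the Mollisol (0.635) and 0.234 for NPK in the Ultisol (0.511). Gene families in place of probes gave 0.0696 for soil type (0.157), 0.148 for land use (0.216), 0.230 for soil type by land use (0.250) and 0.117 for NPK in the Inceptisol (0.363). Jaccard dissimilarity before the triplicate filter gave 0.0730 for soil type (0.157), 0.127 for land use (0.216), 0.138 for soil type by land use (0.250), 0.121 for maize in the Mollisol (0.383), 0.375 for maize in the Inceptisol (0.614), 0.242 for maize in the Ultisol (0.455), 0.334 for NPK in the Mollisol (0.635), 0.166 for NPK in the Inceptisol (0.363) and 0.220 for NPK in the Ultisol (0.511), and over the 81 arrays 0.0333 for site (0.0555) and 0.0277 for land use (0.0442). After the filter, Jaccard dissimilarity over the 81 arrays gave 0.0421 for soil type (0.0417), past the test. With the 54 moved soils alone the families called were 3 for site (1) and 1 for land use (0), and the R2 was 0.106 (permutation p = 7.0e-04) for site (0.0555), 0.0772 (p = 0.0092) for land use (0.0442) and 0.0410 (p = 0.219) for soil type (0.0417). The difference in the total of carbon cycling genes, in percent, was -6.82 for the Inceptisol minus the Mollisol (16.2), -4.59 for the Inceptisol minus the Ultisol (19.7), -0.881 for maize in the Mollisol (10.5), 5.85 for maize in the Inceptisol (-8.82), -1.18 for maize in the Ultisol (16.5), -2.7 for NPK in the Mollisol (-11.7) and -0.828 for NPK in the Ultisol (-17.4) as a share of the array's total abundance and 0.0741 for the Inceptisol minus the Mollisol (16.2), 0.0500 for the Inceptisol minus the Ultisol (19.7), 0.240 for maize in the Mollisol (10.5), 0.124 for maize in the Inceptisol (-8.82), 0.162 for maize in the Ultisol (16.5), -0.362 for NPK in the Mollisol (-11.7) and -0.237 for NPK in the Ultisol (-17.4) per detected probe.

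With 1 array left out, the families called ranged from 2 to 24 for maize in the Inceptisol, 2 to 21 for maize in the Ultisol, 1 to 8 for NPK in the Mollisol, 2 to 101 for NPK in the Ultisol, 3 to 47 for the response to maize of the Inceptisol minus the Mollisol, 21 to 325 for the response to maize of the Ultisol minus the Inceptisol, 0 to 1 for the response to maize of the Ultisol minus the Mollisol, 26 to 297 for the Inceptisol minus the Mollisol, 2 to 357 for the Inceptisol minus the Ultisol and 0 to 1 for the Ultisol minus the Mollisol, and were 0 throughout for maize in the Mollisol, NPK in the Inceptisol, the response to NPK of the Inceptisol minus the Mollisol, the response to NPK of the Ultisol minus the Inceptisol and the response to NPK of the Ultisol minus the Mollisol, where the 1 for NPK in the Mollisol, without replicate 1 of maize cropping, was a family that was higher. The probes called ranged from 316 to 8788 for the Inceptisol minus the Mollisol, 0 to 560 for the Inceptisol minus the Ultisol, 0 to 129 for maize in the Inceptisol, 0 to 2 for maize in the Mollisol, 0 to 2063 for NPK in the Mollisol, 0 to 54 for NPK in the Ultisol and 0 to 1 for the Ultisol minus the Mollisol, and were 0 throughout for maize in the Ultisol and NPK in the Inceptisol. Leaving out 1 replicate number, the R2 ranged from 0.646 to 0.809 for maize in the Inceptisol, 0.436 to 0.636 for maize in the Mollisol, 0.497 to 0.664 for maize in the Ultisol, 0.337 to 0.930 for NPK in the Inceptisol, 0.680 to 0.783 for NPK in the Mollisol, 0.461 to 0.856 for NPK in the Ultisol, 0.212 to 0.301 for land use, 0.144 to 0.234 for soil type and 0.267 to 0.289 for soil type by land use. The difference in carbon cycling genes ranged in percent from 9.08 to 20.4 for the Inceptisol minus the Mollisol, 9.17 to 26.2 for the Inceptisol minus the Ultisol, -11.7 to -3.44 for maize in the Inceptisol, 3.68 to 14.4 for maize in the Mollisol, 6.25 to 22.8 for maize in the Ultisol, -13.4 to -0.745 for NPK in the Inceptisol, -13.6 to -8.34 for NPK in the Mollisol, -20.6 to -14.5 for NPK in the Ultisol and -8.9 to 6.49 for the Ultisol minus the Mollisol. Over the 81 arrays, the families called ranged from 470 to 481 for the maize effect at Fengqiu minus the other sites as the mean over soil types and 0 to 1 for the maize effect in the Inceptisol minus the other soil types as the mean over sites.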

Differences from the paper's values

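The number of distinct carbon and nitrogen cycling genes, 26493, and the highest and lowest totals of carbon cycling genes in Fig. 3, read by eye, show no difference from the paper. The differences below are in direction or ranking. Gene families were called here by limma with Benjamini-Hochberg adjustment. The paper's methods name one-way ANOVA followed by the LSD test, which the legend of Fig. S5 gives for the nitrogen cycling genes, or an unpaired t test, which that of Fig. S4 gives for carbon decomposing enzymes. The LSD test was not run here.

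The paper states that nifH and amoA were lower in the Inceptisol than in the other soil types. In the bare fallow and the relative abundance used here, nifH differed by 0.105 from the Mollisol and 0.109 from the Ultisol (neither past the test). There amoA differed by 0.146 and 0.136 (the first past it). In the bare fallow the mean abundance of the detected probes, an alternative set before the data were examined, has the paper's direction, with -0.0165 and -0.0176 for nifH and -0.00759 and -0.00765 for amoA, as have the share of the array's total abundance and quantile normalized raw signal, which were set at the same time. The ranking in relative abundance changed with land use. Under maize cropping nifH (0.680 against 0.721 and 0.742) and amoA (0.721 against 0.744 and 0.774) were lowest in the Inceptisol. With NPK fertilization they were highest there (0.6595 against 0.6452 and 0.5807, and 0.6935 against 0.6892 and 0.6612). Soil types were not tested within these land uses. The paper's higher narG and nosZ in the Inceptisol have the same direction here in the bare fallow (0.138 and 0.133 for narG, 0.160 and 0.168 for nosZ) and in the mean abundance of the detected probes (0.0118 and 0.0110, 0.0128 and 0.00936), but not as a share. In relative abundance 479 and 483 of all 498 families had this direction in the bare fallow, with medians of 0.180 and 0.184, so that it is not particular to narG and nosZ. Under maize cropping nosZ was lowest in the Inceptisol (0.739 against 0.772 and 0.779) and narG lay between the others (0.820 against 0.799 and 0.851).

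For maize cropping the paper has nifH and amoA rising in the Mollisol and the Inceptisol and falling in the Ultisol. Here the differences were 0.0644 and 0.0599 in the Mollisol, -0.0816 and -0.109 in the Inceptisol and 0.0892 and 0.0803 in the Ultisol, none past the test. In the mean abundance of the detected probes they were 6.0e-04 and 9.6e-04 in the Mollisol, 0.0132 and 0.00491 in the Inceptisol and -0.00860 and -0.00211 in the Ultisol, which are the paper's directions, none of them past the test. Quantile normalized raw signal has the paper's directions for nifH in all 3 soils, and the share of the array's total abundance has them for both genes in the Inceptisol and the Ultisol. The paper's lower denitrification genes under maize cropping in the Inceptisol have the same direction here in all 5 families, from -0.180 for nirS to -0.0801 for narG, and none passed the test. Over all 498 families the median difference was -0.126 and 39 were positive, so that the direction is not particular to denitrification. A fit of only the groups compared, set before the data were examined, called nirS and nosZ. Leaving out the 6 arrays with under 40000 probes called nirS, norB and nosZ, and the number of probes detected as a covariate called nirS, both chosen after seeing the values and without a call of narG or nirK.

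For NPK fertilization in the Ultisol the paper has norB and hao rising. Here they differed by -0.0876 and -0.0311, neither past the test. The paper's direction was found in the mean abundance of the detected probes (0.00532 and 0.0175), as a share of the array's total abundance and in quantile normalized raw signal, and with the number of probes detected as a covariate, which was chosen after seeing the values and called hao in the Ultisol (0.160), not norB there, and both in the Mollisol (norB 0.0706, hao 0.107). The share, an alternative set before the data were examined, called norB in the Mollisol (0.0150 percentage points). In the other soils, where the paper has no rise, the mean abundance of the detected probes differed by 5.6e-04 and 0.00983 for norB and by -5.2e-04 and -0.00360 for hao in the Mollisol and the Inceptisol. Without the 6 arrays with under 40000 probes, also chosen after seeing the values, hao in the Ultisol differed by 0.0405.

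The paper puts soil type first among the influences on functional gene composition in its regression tree. In the binary splits here NPK fertilization came first with 14.6% of the variation, and the best split by soil type, the Mollisol against the others, took 10.6%. The order was not tested, the splits were of filtered values and were not pruned, and the paper's tree method was not run. Replicate 1 of each soil type with NPK fertilization had under 40000 probes detected. As the first term of the permutation test, chosen after seeing the data, the number of probes detected took an R2 of 0.364. The paper has the functional genes clustering by soil type. Here no soil type had a branch of its own. Soil type took an R2 of 0.157 (permutation p = 4.0e-04) over all arrays, where the authors' filter on triplicates, run within the groups tested, favours these groups. By Jaccard dissimilarity before the filter, chosen after seeing the values, it took 0.0730 (permutation p = 0.408) over all arrays and 0.332 (exact permutation p = 0.2) within the bare fallow. The paper finds changes in functional gene composition with maize cropping and with NPK fertilization in the Mollisol and not in the other soil types, by triplicates that cluster together. Here the Mollisol under maize cropping had a branch of its own, as had the Inceptisol bare fallow, and no triplicate with NPK fertilization had one. Before the filter no triplicate had a branch of its own. The branches of the paper's own tree were not compared. The R2 was 0.383, 0.614 and 0.455 for maize cropping and 0.635, 0.363 and 0.511 for NPK fertilization in the Mollisol, the Inceptisol and the Ultisol (exact permutation p = 0.1 each, the smallest possible). The filter favours the groups in these values too. By Jaccard dissimilarity before it, chosen after seeing the values, the exact permutation p was 0.9, 0.1 and 0.3 for maize cropping in the same order. For NPK fertilization it was 0.1, 0.5 and 0.5, so that only the Mollisol had the smallest possible value.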

Other observations

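Chosen only after the results were seen were the naming of feoB and gyrB, the tests of 2 bare fallow arrays, of soil types at the same site, of the Inceptisol in place and of sites over soil types, of shared replicate numbers and of land use before the triplicate filter, the tests of the maize effect over all 81 arrays, and the alternatives with the number of probes detected as a covariate and without the 6 arrays with under 40000 probes, and the alternatives and splits without the triplicate filter. With NPK fertilization in the Mollisol, single probes of amyA, the alpha-amylase of starch breakdown, were lower than under maize cropping for 320 of 3151 probes tested and higher for 1 (limma, adjusted over all 42652 probes). For limEH 27 of 72 probes were lower and none was higher, and for cysJ 31 of 251 and none. Of the nitrogen cycling families, nifH had 20 lower and 1 higher of 661, narG 21 and 4 of 643, amoA 12 and 0 of 377, ureC of urea hydrolysis 13 and 0 of 492 and nirK 11 and 1 of 285. For feoB of ferrous iron transport, 23 of 812 probes were higher and none was lower. In all, 177 probes were higher and 1343 lower, against 106 and 1046 in quantile normalized raw signal. The 1520 probes became 765, 402 and 402 without replicates 1, 2 and 3 of NPK fertilization and 0, 259 and 2063 without those of maize cropping, and the families were not counted under these settings.

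The families of the other lists in the bare fallow were higher in the Inceptisol than in the Mollisol or the Ultisol or did not pass the test, and the median difference over all 498 families was 0.180 and 0.184. Called by limma against the Mollisol and the Ultisol (and adjusted over the list alone) were 2 and 2 of 7 families for starch (2 and 1), 3 and 3 of 4 for hemicellulose (3 and 4), 1 and 1 of 3 for cellulose (1 and 3), 2 and 3 of 4 for chitin (3 and 3), 5 and 4 of 6 for pectin (5 and 4) and 1 and 1 of 8 for lignin and aromatics (0 and 0). They were 4 and 4 of 5 for carbon fixation (4 and 5), 2 and 1 of 3 for methane cycling (2 and 1), 2 and 2 of 3 for phosphorus cycling (2 and 3), 3 and 3 of 7 for sulfur cycling (3 and 3), 7 and 8 of 8 for phosphate and nitrogen limitation (8 and 8) and 10 and 10 of 15 for stress (10 and 11). As a share of the array's total abundance, families called lower than in the Mollisol were 4 for starch, 3 for lignin and aromatics and 1 each for cellulose, chitin, pectin, carbon fixation, sulfur cycling and stress, while 6 stress families and 1 each of starch, chitin, carbon fixation, methane cycling, sulfur cycling and limitation were higher. Against the Ultisol, 2 families of starch and 1 each of cellulose, lignin and aromatics and sulfur cycling were lower as a share, and 3 of stress, 2 of limitation and 1 of methane cycling higher. In the mean abundance of the detected probes, 1 family each of cellulose, carbon fixation and sulfur cycling was higher than in the Mollisol and 1 each of limitation and stress lower. None of these lists had a call against the Ultisol on that scale. The heat shock chaperone dnaK (82 probes) was at 0.818 ± 0.0280 (SD, n = 3) in the Inceptisol and 0.493 ± 0.0906 (SD, n = 3) in the Mollisol, and the difference of 0.325 (adjusted p = 0.00456 from limma) turned to -0.00980 in the mean abundance of the detected probes and to -0.0391 in raw signal. The potassium efflux family kefBC (409 probes) was at 0.919 ± 0.0867 (SD, n = 3) and 0.598 ± 0.0330 (SD, n = 3) in these soils (adjusted p = 0.00409 from limma), and phospholipase_A2 (34 probes) at 0.771 ± 0.0762 (SD, n = 3) and 0.445 ± 0.0530 (SD, n = 3) (adjusted p = 0.00456 from limma), with no change of sign under the other scalings run. None of the 3 families was called without the triplicate filter. Between the Ultisol and the Mollisol 0 families of any list were called by limma, over all families or over the list alone (17 of all 498 at an unadjusted p under 0.05, and by the methods' unpaired test 6 at an unadjusted p under 0.05 and 0 after adjustment), while with the number of probes detected as a covariate 36 of all families were higher and 32 lower and without the 6 arrays with under 40000 probes 28 and 9.

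Under maize cropping in the Inceptisol, dnaK was the 1 of 15 stress families past the test (1 when adjusted over the list alone), at 0.550 ± 0.121 (SD, n = 3), with a difference of -0.268 (adjusted p = 0.0318 from limma) that turned to 0.00554 in the mean abundance of the detected probes. It was not called without replicate 1, 2 or 3 of the bare fallow (-0.259, -0.259 and -0.284), without replicate 1 of maize cropping (-0.198) or without the triplicate filter (-0.215). Adjusted over the list alone, 2 of 3 methane cycling families were also lower there, mcrA of methane formation by -0.183 and pmoA of methane oxidation by -0.196, the latter with the opposite sign in the mean abundance of the detected probes and in raw signal. With NPK fertilization, proW of osmotic stress (6 probes) was lower in the Mollisol by limma, at 0.543 ± 0.174 (SD, n = 3) against 0.857 ± 0.0993 (SD, n = 3), with the opposite sign in the mean abundance of the detected probes (0.0228) and in raw signal (0.288). It was the 1 stress family called (1 over the list alone), and was not called when any 1 of the 6 arrays was left out. In the Ultisol 3 of 15 stress families were lower (9 over the list alone), the cold shock family cspB (10 probes) by -0.347 and the osmotic stress families proW by -0.318 and opuE (7 probes) by -0.367, each with the opposite sign in the mean abundance of the detected probes (0.0257, 0.0092 and 0.0046) and the first 2 in raw signal (0.302 and 0.116). With 1 array left out all 3 were called without replicate 1 of maize cropping and cspB also without replicate 3 of NPK fertilization, and none was called in the other 4 cases or without the triplicate filter. For sulfur cycling cysJ was lower in both of these soils (1 of 7 in each, and 1 in each over the list alone), and over the list alone nifH was lower in the Ultisol (-0.161, with the opposite sign in the mean abundance of the detected probes and in raw signal). The nitrogen fixation list has 1 measured family, so that its p is in effect unadjusted. In this comparison 171 of all 498 families had an unadjusted p under 0.05 from limma. The other lists not named in a passage had no family past the test by limma for maize cropping or NPK fertilization, over all families or the list alone. As a share of the array's total abundance, 2 limitation families were lower with NPK fertilization in the Mollisol and 1 in the Ultisol. In the Ultisol, phosphorus cycling had 1 family lower under maize cropping and 1 higher with NPK fertilization. There ammonification had 2 and 2 and assimilatory reduction 1 and 1. With NPK fertilization 1 family of assimilatory reduction was higher in the Mollisol, and 1 of dissimilatory reduction and 2 of stress lower in the Inceptisol.

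As single probes, 3797 of 43778 were higher and 768 lower in the bare fallow of the Inceptisol than in that of the Mollisol (13240 at an unadjusted p under 0.05 from limma), and 703 and 40 of 45468 than in that of the Ultisol (10992). With the replicate number as a block within soil type, 2709 were higher and 1316 lower than in the Ultisol. The 4565 became 1388, 1334 and 2312 without replicates 1, 2 and 3 of the Inceptisol and 316, 534 and 8788 without those of the Mollisol, and the 743 became 0, 4 and 560 without those of the Inceptisol and 143, 0 and 368 without those of the Ultisol. Under maize cropping in the Inceptisol 29 of 47205 were higher and 362 lower (9167 unadjusted), which became 0, 12 and 0 without replicates 1, 2 and 3 of the bare fallow and 2, 0 and 129 without those of maize cropping. By limma 0 probes were called for the Ultisol minus the Mollisol (1646 at an unadjusted p under 0.05), for maize cropping in the Mollisol (1313) and the Ultisol (4524) and for NPK fertilization in the Inceptisol (3658) and the Ultisol (4253). Leaving out 1 array gave 54 probes for NPK fertilization in the Ultisol (replicate 1 of NPK fertilization), 2 for maize cropping in the Mollisol and 1 for the Ultisol minus the Mollisol (replicate 1 of the Mollisol bare fallow in both). All 3 arrays of one group lay above all 3 of the other for 386 families between the Inceptisol and the Mollisol (77.5%), 369 between the Inceptisol and the Ultisol (74.1%) and 10 between the Ultisol and the Mollisol (2.01%). For NPK fertilization they were 225 in the Mollisol (45.2%), 31 in the Inceptisol (6.22%) and 197 in the Ultisol (39.6%). Chance gives 10% for a single family. As the families share each array's number of probes detected and the filter on triplicates favours the real groups, these shares cannot be judged against 10%.

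In the bare fallow of the Inceptisol, 479 of 498 gene families had a higher mean relative abundance than in the Mollisol and 483 than in the Ultisol, of which 293 and 294 were called by limma and none was called lower, against 73 higher and 37 lower, and 53 and 24, as a share of the array's total abundance and 12 and 14, and 8 and 7, in the mean abundance of the detected probes. Without replicate 2 of the Mollisol, which had few probes detected, the median difference from the Mollisol was 0.134 (26 called), and without replicate 2 of the Ultisol that from the Ultisol was 0.104 (2 called; SE of array means 0.0768 for each). Without all 6 arrays of few probes these medians had an SE of 0.0307, with 346 families higher and 10 lower against the Mollisol and 274 and 5 against the Ultisol, so that the direction in the filtered values does not rest on the values of these arrays themselves. The filter was run with these arrays in their triplicates, and leaving them out afterwards does not bring back the probes it removed from their partners. Before it, 56618 probes were detected in replicate 3 of the Mollisol (45799 after it), against 53667 to 56751 in the Inceptisol. Without the 6 arrays and without the filter the medians were 0.0566 and 0.0580 (SE 0.0553 for each), with 0 families called by limma (33 and 29 at an unadjusted p under 0.05), so that the 2 arrays, acting through the filter, stay open. The 7667 probes detected in all 3 Inceptisol arrays and in none of the Mollisol had a median signal at percentile 28.6 of the Inceptisol arrays, which lies between the values set for and against dim probes passing the detection limit. With the moved soils, soil types can be compared in the bare fallow of the same site. As the mean over the 3 sites, the Inceptisol minus the Mollisol was 0.00484 (SE 0.0296) in the mean relative abundance of all families per array, with medians over the families of 0.0579 at Hailun, -0.0263 at Fengqiu and -0.0185 at Yingtan. This argues against a difference from the Mollisol that goes with the soil type at every site. The Inceptisol minus the Ultisol was 0.0402 (SE 0.0296), with medians of -0.0134, -0.0224 and 0.163 at these sites and 345 families called higher at Yingtan by limma. Without the triplicate filter the median at Yingtan was 0.145 and 1 family was called higher (180 at an unadjusted p under 0.05 from limma). Such a difference from the Ultisol stays open. As the mean over the 3 soil types, Fengqiu minus Hailun was 0.136 (SE 0.0296) and Fengqiu minus Yingtan 0.0673 (SE 0.0296). Both are above 0 by more than 2 SE, so that bare fallow arrays at Fengqiu were higher on the mean over the soil types. They are too uncertain to show or exclude something shared by the plots or arrays of Fengqiu as the reason for the whole difference, which stays open. At Fengqiu, the Inceptisol in place minus the mean of the other 2 soils was -0.0214 (SE 0.0444), which argues against a rise that the Inceptisol alone had in its own place, although the other soils there had been moved. The 2 arrays through the filter and detection of dim probes stay open as well.

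Arrays of the same soil type and land use lay closest to each other, with 22 of 27 arrays nearest to an array of their own group by Jaccard dissimilarity, against 4 before the authors' filter on triplicates, which is the fall that an effect of the filter needs. In 77 of 100 random groupings of the 27 arrays into 9 groups of 3, each filtered alike, 22 or more were nearest to their own group. As all random groupings gave at least 20, this number can neither exclude nor show an effect of soil type and land use. Before the filter, the nearest array was under the same land use for 20 of 27 arrays, against 8.32 in the mean of reshuffled land uses (permutation p = 3.0e-04), and for 16 over the probes detected in all arrays (permutation p = 0.0107), consistent with land use bringing arrays together. It was of the same soil type for 7 and 6 arrays, against 8.35 and 8.34 in the mean of reshuffled soil types (permutation p = 0.732 and 0.826). The R2 of the groups was 0.620, against a median of 0.616 in the random groupings and 0.337 before the filter (permutation p = 0.273). Arrays of other soil types under the same land use were nearest to the array of their own replicate number for 20 of 27 arrays, against 9.02 in the mean of reshuffled numbers (permutation p = 5.0e-04), consistent with arrays of a number handled together. The filter, land use and shared handling stay open together, since no label gives the day or batch of an array, and since the filter was run within the real groups it favours them over the other splits below.

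For 3 arrays against 3 the 10 splits are too few for a share under 0.05. The real split and the highest other called 293 and 0 families for the Inceptisol minus the Mollisol, 294 and 0 for the Inceptisol minus the Ultisol and 0 and 1 for the Ultisol minus the Mollisol. They called 2 and 0 for maize cropping in the Mollisol, 32 and 0 in the Inceptisol and 8 and 0 in the Ultisol, and for NPK fertilization 20 and 0, 0 and 0, and 37 and 0. As single probes they called 4565 and 0, 743 and 0 and 0 and 0 for the soil types, 0 and 9, 391 and 0 and 0 and 0 for maize cropping, and 1520 and 2, 0 and 0 and 0 and 0 for NPK fertilization, in the same order. For differences in response where the real split called 0 families (limma), any of the 100 splits calls at least 0, so that this count of 100 says nothing about chance. The highest others were 6 for maize cropping in the Ultisol minus the Mollisol, and for NPK fertilization 74 for the Inceptisol minus the Mollisol, 22 for the Ultisol minus the Mollisol and 370 for the Ultisol minus the Inceptisol. As the families share each array's number of probes detected, a split can call many of them at once. Such counts do not by themselves show a structure of the samples.

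Over all 81 arrays, with soil type, site and land use as terms, limma called 0 of 509 families for soil type (8 at an unadjusted p under 0.05), 1 for site (24) and 0 for land use (25). The family called for site was gyrB_gene (5 probes), a DNA gyrase subunit, at 0.914 at Hailun, 0.735 at Fengqiu and 0.803 at Yingtan (n = 27 arrays each, adjusted p = 0.0161), and it was not called without the triplicate filter. Of 100 splits, 1, the real one, called as many for site (highest other 0), where the filter favours the real split. The real split called 0 families for site without the filter (highest other 1) and, with it, for soil type (highest other 0) and for land use (highest other 346). All 100 splits call at least 0, which says nothing about chance. Soil type took an R2 of 0.0417 (permutation p = 0.0542), and 0.0421 (p = 0.0372) by Jaccard dissimilarity. The effect of maize cropping in the Inceptisol minus that in the other soil types was called for 0 families (31 at an unadjusted p under 0.05 from limma). The highest other among 100 splits was 263, and nothing on chance follows from a real count of 0.

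Maize cropping minus bare fallow had a median difference over 509 families at Fengqiu of -0.179 in the Mollisol (4 higher and 378 lower by limma), -0.114 in the Inceptisol (1 and 139) and -0.249 in the Ultisol (1 and 467). At Hailun it was 0.0702 in the Mollisol (2 and 0), 0.112 in the Inceptisol (153 and 3) and 0.0638 in the Ultisol (0 and 0, with 34 at an unadjusted p under 0.05). At Yingtan it was -0.0152 in the Mollisol (2 and 2), -0.0168 in the Inceptisol (0 and 1) and 0.113 in the Ultisol (116 and 1). These fits take in all 27 groups of arrays, so that their counts for the soils in place are not those of the passages. Without the triplicate filter, 387 families were lower in the Ultisol at Fengqiu, 1 was higher in the Ultisol at Yingtan and 0 were called in the others (214 at an unadjusted p under 0.05 from limma in the Mollisol and 47 in the Inceptisol at Fengqiu).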
